# Age-Related Differences in the Mouse Corneal Epithelial Transcriptome and Their Impact on Corneal Wound Healing

**DOI:** 10.1167/iovs.65.5.21

**Published:** 2024-05-13

**Authors:** Anmar Abu-Romman, Kaitlin K. Scholand, Gowthaman Govindarajan, Zhiyuan Yu, Sonali Pal-Ghosh, Mary A. Stepp, Cintia S. de Paiva

**Keywords:** cornea, aging, wound debridement, epithelial wound healing, re-epithelialization, cornea sensitivity, molecular pathways, epithelial erosions

## Abstract

**Purpose:**

Aging is a risk factor for dry eye. We sought to identify changes in the aged mouse corneal epithelial transcriptome and determine how age affects corneal sensitivity, re-epithelialization, and barrier reformation after corneal debridement.

**Methods:**

Corneal epithelium of female C57BL/6J (B6) mice of different ages (2, 12, 18, and 24 months) was collected, RNA extracted, and bulk RNA sequencing performed. Cornea sensitivity was measured with an esthesiometer in 2- to 3-month-old, 12- to 13-month-old, 18- to 19-month-old, and 22- to 25-month-old female and male mice. The 2-month-old and 18-month-old female and male mice underwent unilateral corneal debridement using a blunt blade. Wound size and fluorescein staining were visualized and photographed at different time points, and a re-epithelialization rate curve was calculated.

**Results:**

There were 157 differentially expressed genes in aged mice compared with young mice. Several pathways downregulated with age control cell migration, proteoglycan synthesis, and collagen trimerization, assembly, biosynthesis, and degradation. Male mice had decreased corneal sensitivity compared with female mice at 12 and 24 months of age. Aged mice, irrespective of sex, had delayed corneal re-epithelialization in the first 48 hours and worse corneal fluorescein staining intensity at day 14 than young mice.

**Conclusions:**

Aged corneal epithelium has an altered transcriptome. Aged mice regardless of sex heal more slowly and displayed more signs of corneal epithelial defects after wounding than young mice. These results indicate that aging significantly alters the corneal epithelium and its ability to coordinate healing.

The cornea is the avascular and transparent anterior part of the eye with significant refractive and barrier protective functions. It is covered with a tear film that, together with the underlying cornea, protects the eye from environmental and microbial damage. Most of the corneal epithelial cells turnover between 7 and 14 days after migrating onto the corneal surface from the limbus, but a small number of cells have been shown to remain on the cornea for up to 4 months.^1^^,^^2^

Rapid and efficient re-epithelialization of the injured cornea is essential. Impaired corneal epithelial migration increases the risk of infection in the eye, leads to edema and loss of corneal transparency, and decreases quality of life.^3^^,^^4^ Compared with thermal and chemical injuries, the most common form of injury to the epithelium is mechanical.^5^ Rapid healing after corneal debridement is achieved by altering adhesion between the epithelial cells and the basement membrane, disassembling hemidesmosomes, and cells transitioning from a quiescent to an activated phenotype.^6^^–^^11^ These changes are mediated by exposure of the corneal epithelial cells to growth factors and cytokines in the tears and to factors secreted by corneal epithelial, resident, and recruited immune cells.^9^^–^^13^ Within 6 hours, leader corneal epithelial cells emerge at the wound edge to direct migration of the epithelial sheet over the exposed substrate.^14^ Sheer injuries leave the basement membrane intact; cells migrate over a laminin- and proteoglycan-rich basement membrane.^15^^,^^16^ Deeper injuries expose migrating cells to the collagens and proteoglycans that comprise the stroma. As re-epithelialization proceeds, the numbers of cell layers in the migrating corneal epithelial sheet decrease.^17^^,^^18^ Once complete, tight junctions reassemble and begin to restore the barrier function of the corneal epithelium.^19^ Epithelial cell proliferation then restores the number of cells and cell layers in the corneal epithelium.^20^ Finally, the corneal epithelial basal cells direct the reassembly of the hemidesmosomes and resynthesis of the epithelial basement membrane.^21^ Deeper stromal injuries activate stromal fibroblasts to produce and assemble stromal collagens and proteoglycans, as well as some components of the epithelial basement membrane.^22^ These events take place beneath an intact corneal epithelium after re-epithelialization is complete. If basement membrane reassembly is delayed, the epithelial sheet will be prone to detachment, leading to erosion formation.^23^^,^^24^

The cornea is innervated by the ophthalmic branch of the trigeminal nerve. In the corneal epithelium, intraepithelial corneal nerves terminate into thousands of nerve endings, leading to high sensitivity to foreign chemicals, objects, and changes in temperature.^25^^,^^26^ Corneal nerves produce neuropeptides that promote corneal epithelial homeostasis and stimulate wound closure.^27^^–^^29^ Events that positively or negatively impact corneal epithelial cells also influence the intraepithelial nerves.

Studies have shown that the inflammation that accompanies aging is harmful to many tissues.^30^^–^^33^ Inflammatory and other age-related changes have also been reported on the ocular surface and cornea.^34^^,^^35^ We and others have used aged mice as a model of dry eye disease. As seen in dry eye disease, aged mice have (1) increased corneal permeability,^36^^–^^38^ (2) conjunctival goblet cell loss,^37^^,^^39^^,^^40^ (3) increased corneal irregularity,^41^ (4) increased immune infiltration in the conjunctiva,^42^ (5) meibomian gland disease,^43^^–^^48^ (6) an altered tear immunoglobulin profile,^49^ (7) altered tear cytokines,^40^^,^^50^^,^^51^ and (8) increased immune infiltration in the lacrimal gland.^36^^,^^48^^,^^50^^–^^54^ Corneal aging produces both structural and functional changes that can affect the ability of the organ to refract light, repair itself, and maintain its barrier function.^55^^,^^56^ Previously, we have reported on a decrease in intraepithelial corneal nerve density and cornea sensitivity accompanying aging in mice.^41^ We identified an age-related decrease in specific genes involved in encoding proteins that mediate axon growth and targeting in the corneal epithelium.^41^ However, the molecular pathways involved in the maintenance of corneal epithelium and the effects of aging on cornea wound healing have not been investigated thoroughly.

The purpose of this study was two-fold. First, we investigated molecular pathways and transcriptome changes within the corneal epithelium as mice age. Among the pathways we found altered in aged mice were those that mediate cell:matrix adhesion and re-epithelialization. After assessment of age- and sex-dependent differences in corneal sensitivity, our second objective was to evaluate corneal wound healing in young and aged male and female mice.

## Methods

### Animals

All animal studies performed were conducted following the approval of The Institutional Animal Care and Use Committees at Baylor College of Medicine's Center for Comparative Medicine and Institutional Review Board. Furthermore, all studies conformed to the standards in the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research.

The experiments were performed at the Ocular Surface Center in Baylor College of Medicine (Houston, TX, USA). C57BL/6J (B6) mice of both sexes were used. These mice were either purchased from Jackson Laboratories (stock 000664, Jackson Laboratories, Bar Harbor, ME, USA), aged in house, or were received from the National Institute of Aging. All mice were housed in a specific pathogen-free vivarium managed by Baylor College of Medicine Center for Comparative Medicine. Several age groups were used: 2 to 3 months (35 females and 29 males; referred to as the young group in text and figure legends); 12 to 13 months (30 females and 10 males); 18 to 19 months (25 females and 10 males), and 22 to 25 months (46 females and 15 males). Whenever possible, we used the same mice in multiple end points. A final sample size or end point can be found in the figure legends.

### Bulk RNA Sequencing and Data Analysis

The corneal epithelium from different ages (2, 12, 18, and 24–25 months) of B6 female mice was removed by debridement (*n* = 5/group; one sample equals corneal epithelium taken from both eyes of the same animal) and snap frozen in a tube containing RNA lysis buffer (Qiagen, Valencia, CA, USA). Total RNA was extracted using a QIAGEN RNeasy Plus Micro RNA isolation kit according to the manufacturer's instructions. The concentration was assessed using a NanoDrop 2000 (Thermo Fisher Scientific, Waltham, MA, USA).

A double-stranded DNA library was created at Baylor College of Medicine's Genomics and RNA Profiling Core. Briefly, using 100 ng of total RNA (measured by pico green), an oligodT primer containing an Illumina-compatible sequence at its 5′ end was hybridized to the RNA, and reverse transcription was performed using a Lexogen kit. Second-strand synthesis was initiated by a random primer containing an Illumina-compatible linker sequence at its 5′ end. The purified double-stranded library was then amplified and purified. The resulting libraries were quantified using Qubit 2.0 (Thermo Fisher Scientific) and fragment size was assessed with the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). A quantitative PCR (qPCR) was performed on the libraries to determine the concentration of adapter-ligated fragments using Applied Biosystems ViiA7 Real-Time PCR System and a KAPA Library Quant Kit (Waltham, MA, USA). All samples were pooled equimolarly, requantified by qPCR, and reassessed on the bioanalyzer. Using the concentration from the ViiA7 qPCR machine above, 1.8 pM of the equimolarly pooled library was loaded onto NextSeq 500 high-output flow cell (Illumina, San Diego, CA, USA). PhiX Control v3 adapter-ligated library (Illumina) was spiked in at 1% by weight to ensure balanced diversity and to monitor clustering and sequencing performance. A single-read 75 base pair cycle run was used to sequence the flow cell. An average of 21 million reads per sample was sequenced. The FastQ file generation was executed using Illumina's cloud-based informatics platform, BaseSpace Sequencing Hub (Illumina).

Data were analyzed by ROSALIND (https://rosalind.bio/), with a HyperScale architecture developed by ROSALIND, Inc. (San Diego, CA, USA). Reads were trimmed using cutadapt^57^ and quality scores were assessed using FastQC. Reads were aligned to the Mus musculus genome build GRCm38 using STAR.^58^ Individual sample reads were quantified using HTseq^59^ and normalized via relative log expression using the DESeq2 R library.^60^ Read distribution percentages, violin plots, identity heatmaps, and sample multidimensional scaling plots were generated as part of the QC step using RSeQC.^61^ DEseq2 was also used to calculate fold changes and *P* values and perform optional covariate correction. The clustering of genes for the final heatmap of differentially expressed genes (DEG) was done using the partitioning around medoids method using the fpc R library. Hypergeometric distribution was used to analyze the enrichment of pathways, gene ontology, domain structure, and other ontologies. The topGO R library^62^, was used to determine local similarities and dependencies between Gene Ontology terms to perform Elim pruning correction. Several database sources were referenced for enrichment analysis, including Interpro,^63^ NCBI,^64^ MSigDB,^65^ REACTOME,^66^ and WikiPathways.^67^ Enrichment was calculated relative to a set of background genes relevant to the experiment. Venny 2.1.0 (Venny 2.1, BioinfoGP, https://bioinfogp.cnb.csic.es/tools/venny) was used to identify the common and overlapping genes between age groups and diagrams were generated. From the list of DEGs identified by RNA sequencing, we used the Metascape database (http://metascape.org/) to identify the altered enriched ontology clusters and biological pathways. To achieve this, we submitted the lists of DEGs and performed genome pathway enrichment analysis and Gene Ontology annotation.

### RNA Isolation and qPCR

The corneal epithelium of female and male B6 mice of two ages (3 months [8 females and 10 males) and 23–25 months [9 females and 10 males]) was harvested by debridement using a dulled blade and the tissue was placed in RNA lysis buffer and snap-frozen at −80°C until RNA extraction. Total RNA was extracted using a QIAGEN RNeasy Plus Micro RNA isolation kit (Qiagen). The RNA concentration was measured using a NanoDrop 2000 (Thermo Fisher Scientific). The cDNA was synthesized using the Ready-To-Go You-Prime First-Strand kit (GE Healthcare, Chicago, IL, USA). Real-time PCR was performed using specific TaqMan minor groove binder probes for small proline rich protein 1A (*Sprr1a*, Mm01962902_s1), IL-33 (*Il33*, Mm00505403_m1), unc-51 like autophagy activating kinase 1 (*Ulk1*, Mm00437238_m1), cyclin-dependent kinase inhibitor 1A (*Cdkn1a*, Mm04205640_g1), cyclin-dependent kinase inhibitor 2A (*Cdkn2a*, Mm00494449_m1), matrix metalloproteinase (MMP)-2 (*Mmp2*, Mm00439506_m1), aldehyde dehydrogenase 1 family member A1 (*Aldh1a1*, Mm00657317_m1), decorin (*Dcn*, Mm00514535_m1), collagen type I alpha 2 chain (*Col1a2*, Mm00483888_m1), collagen type VI alpha 1 chain (*Col6a1*, Mm00487160_m1), insulin-like growth factor binding protein 2 (*Igfbp2*, Mm00492632_m1), pigment epithelium-derived factor (*Serpinf1*, Mm00441270_m1), and TaqMan Universal PCR Master Mix AmpErase UNG in a commercial thermocycling system (StepOnePlus Real-Time PCR System Thermo Fisher Scientific), according to the manufacturer's recommendations.

The hypoxanthine phosphoribosyltransferase 1 (*Hprt1*; Mm00446968) gene was used as an endogenous reference for each reaction. The qPCR results were analyzed by the comparative Ct method and were normalized by the Ct value of *Hprt1*. The young group served as calibrators.

### Corneal Mechanical Sensitivity Measurement

Corneal sensitivity was measured with a Cochet-Bonnet esthesiometer (Luneau Ophthalmologie, Chartres Cedex, France) in unanesthetized naïve mice of both sexes at different ages: 2 to 3 months (13 females and 9 males), 12 months (20 female and 5 males), 18 months (10 females and 10 males), and 22 to 24 months (22 females and 6 males), as previously described.^54^ In brief, mice were restrained manually, and the central cornea was touched with the end of the esthesiometer's nylon filament. A positive response was recorded upon a blink reflex or a retraction into the ocular orbit. The longest filament length with a positive response (eyeblink) was measured as the corneal sensitivity (0 [min] to 6 [max]). Because corneal sensitivity can change depending on the time of the day,^68^ all measurements were taken at 10:30 am ± 20 minutes.

### Corneal Wound Epithelial Debridement and Evaluation of Wound Closure

Mice were subjected to unilateral epithelial debridement under general anesthesia using an isoflurane vaporizer (SomnoSuite, Kent Scientific Corporation, Torrington, CT, USA). A 2-µL drop of topical proparacaine was applied to the eye and blotted dry with filter paper. The central corneal epithelium was demarcated with a 1.5-mm trephine (McKesson Argent Surgical Systems, Richmond, VA, USA)^21^ followed by removal of the epithelium using a sterile disposable blunt blade under a dissecting microscope. Mice received an analgesic diet containing carprofen (2 mg/tablet, Bio-Serv, SMD 150-2, 1 tablet per mouse per day) 24 hours before the debridement until 48 hours after the procedure. No other eye drops (such as antibiotics) were used. Mice were routinely checked after surgery.

Wound closure was evaluated at different time points (1, 20, 24, 28, and 48 hours) after injury. The healing rate was calculated by measuring the re-epithelialization area as compared with the 1-hour time point area, which was set to 100%. Briefly, mice were anesthetized and 2 µL of 0.1% sterile sodium fluorescein solution in PBS was applied to the wounded eye followed by rinsing with 2 mL of balanced salt solution (Alcon Laboratories Inc, Fort Worth, TX, USA). The cornea was photographed under a LZM microscope (Nikon SMZ1500, Nikon, Japan) with an LED light source at an excitation of 488 nm (Lumencor Inc, Beaverton, OR, USA) using a digital camera (Zyla sCMOS, Andor Technologies, Belfast, UK). Image analysis was performed using NIS-Elements imaging software (Advanced Research version 5.30.04, Nikon). Wound size measurements were transferred to an Excel database, where the results were averaged within each group and analyzed.

### Evaluation of Corneal Barrier Function and Residual Haze 14 Days After Debridement

Corneal barrier function as the uptake of sodium fluorescein was evaluated in both eyes at days 14, 21, and 28 after injury after addition of 2 µL of 0.1% sodium fluorescein stain, rinsing with balanced salt solution, and imaging as described elsewhere in this article for assessing wound closure under brief anesthesia with isoflurane. Mice were euthanized at day 35 after injury with an overdose of isoflurane, followed by cervical dislocation, but no imaging was performed at this time point. Corneal opacity was investigated in bright field images captured using the LZM microscope with a color digital camera (Zyla sCMOS, Andor Technologies) and high-intensity illuminator (NI-150, Nikon). Corneal images were graded clinically as published.^69^ Injured and noninjured eyes were photographed. Eyes that had corneal opacity were counted and cumulative data were submitted for statistical analysis using the χ^2^ test. These eyes were also excluded from the evaluation of corneal barrier function on day 14 because they could interfere with the dye spreading on the cornea, but they were not excluded from the day 21- or 28-day analysis.

### Statistical Analysis

Two-way ANOVA or Kruskal–Wallis nonparametric tests followed by multicomparison tests were used for statistical comparisons of corneal sensitivity by sex, wound size biological replicates, fluorescein staining mean intensities, and gene expression analysis. Pearson correlation was used to correlate age with corneal sensitivity. The Mann–Whitney *U* test was used for same-sex age comparisons of corneal sensitivity and the χ^2^ test was used to analyze corneal opacity on follow-up. A *P* value of 0.05 or less was considered statistically significant. These tests were performed using GraphPad Prism 9.4.1 software (GraphPad Incorporation, San Diego, CA, USA). After completion of all experiments, data were averaged and graphs were generated. The final sample per experiment is shown in the figures and graphs.

## Results

### Gene Expression Analysis in the Female Corneal Epithelium Identifies Several DEGs With Age

Aging is a significant risk factor for dry eye disease.^70^ We first investigated the alterations in molecular pathways in the corneal epithelium in naïve female B6 mice of different ages (2, 12–13, 18, and 24 months). 

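The sequencing data comprised 20 libraries of corneal epithelium, 5 at each of 4 ages, with both corneas of 1 female C57BL/6J mouse in each library. The sample labels give the ages as 2 to 3, 12 to 13, 18 to 19 and 24 to 25 months, and the groups keep the paper's names of young (2-month), 12-month, 18-month and 24-month. The paper's reported average depth was 21 in units of 1000000 reads per sample. Between 6699383 and 10762360 reads per library were counted on genes, with a median of 8731333. The group medians were 8792912 reads in the young libraries, 7859652 at 12 months, 8921151 at 18 months and 8947693 at 24 months. The authors trimmed the reads with cutadapt, aligned them to GRCm38 with STAR, counted them with HTSeq and normalized them by relative log expression with DESeq2. The deposited values are log2 of the normalized count plus 1 for 24552 genes, of which 7624 were at 0 in every library. Multiplied by the size factor of its library (0.7603 to 1.3343), each deposited value gave back a whole number of reads in every library (100%). Over the 40 pairs of libraries of the same age, the chi-square per degree of freedom against counting error alone ran from 11.3 to 109.6, a spread in which animal, scrape and library preparation are not separated.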

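The log2 values of the 20 libraries were fitted by age with limma, with a trend of the variance on mean expression and Benjamini-Hochberg adjustment. The fit covered the 11288 genes with a mean normalized count of at least 10, which stands for 7.6 to 13.3 reads depending on the library. As in the paper, DEGs had an adjusted p-value of 0.05 or less and a change of at least 1.2-fold. Group values are means of normalized counts with the SD over 5 libraries. Two-sided exact permutation tests of 5 libraries against 5 cannot give a p-value below 0.00794, reached when no library of one group lies within the range of the other, which happens by chance for 0.794% of genes. Limits for genes at 0 reads allow 3 reads per library and cover counting error only, since the paper's text names no molecular identifiers.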

We collected corneal epithelium, extracted RNA and performed bulk RNA sequencing. Data was analyzed using ROSALIND software with the parameters of at least a 1.2-fold change and a false discovery rate of 0.05 or less.

Initially, we compared the young group to all aged groups. Unsupervised clustering demonstrated that young corneal samples clustered separately from the older samples, regardless of age (Fig. 1A). 

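The separation was measured on the 500 most variable genes, chosen without the age labels, with 1 minus the Pearson correlation as the distance. The mean silhouette of young against aged libraries, a score of how much closer a library lies to its own group than to the other, was 0.185. No other of the 15504 ways to choose 5 of the 20 libraries gave a value as large (exact permutation p = 6.45e-05, the smallest this design can give). All 5 young and all 15 aged libraries had a positive score. The choice of genes moved this most: with all tested genes the silhouette was 0.0867 (exact permutation p = 0.0405), and 14 of the 15 aged libraries had a positive score. In an average-linkage tree the first division set apart a single library, 18-month replicate 2, and the next divided the 5 young libraries from the other 14. Without 18-month replicate 2, the silhouette was 0.207 and the first division gave the 5 young and the 14 aged libraries.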

Among the aged samples, the 12-month group had four of the five samples clustered together, while there was variability among the 18- and 24-month samples, as expected with aged specimens. 

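In the tree of the 500 most variable genes, the largest branch made only of 12-month libraries held 2 (replicates 2 and 5), and the smallest branch with all 5 held 14 libraries. In a tree of the genes called between young and aged libraries, which were selected on the age labels, 12-month replicates 2, 4 and 5 formed a branch of 3, and replicates 1 and 3 formed a pair inside a branch of 10 with 18- and 24-month libraries. The mean distance between libraries of the same age was 0.849 at 12 months, 0.809 at 18 months and 0.652 at 24 months, against 0.638 in the young group. Relabelling the 15 aged libraries in all 3003 ways gave one-sided exact permutation p-values for a distance as small of 0.778, 0.539 and 0.0233 (0.778, 0.778 and 0.0699 after adjustment over the 3 ages).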

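Comparing the 15 aged libraries as 1 group with the 5 young libraries, 114 of the 11288 genes were DEGs, 54 upregulated and 60 downregulated, and 891 genes had an unadjusted p-value below 0.05. The median absolute log2 fold change of the 114 DEGs was 1.18. Without the filter on low expression, 134 genes were DEGs, 46 up and 88 down. The authors' deposited table of this comparison holds 159 genes past the same thresholds, of which 108 were DEGs in both. Of these 159 genes, 153 were among the genes tested here, all 153 changed in the same direction as in the authors' deposited table, and 152 had an unadjusted p-value below 0.05.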

There were 157 DEGs (65 upregulated and 92 downregulated) (Supplementary File 1). ROSALIND/Reactome analysis of pathways showed that these DEGs have been identified in several pathways: extracellular matrix proteoglycans; collagen trimerization, assembly, collagen biosynthesis, and degradation; and extracellular matrix organization. 

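The pathways named first share collagen genes, which were examined as a family fixed by symbol (Col, a number, a and a number) and not chosen by their change. Of these, 19 were tested. Between aged and young libraries all 19 fell, with a median log2 fold change of −1.50, and 7 were DEGs over all tested genes; 11 passed when adjusted over the list alone. Set tests on the whole family gave p = 1.39e-21 with camera at its preset correlation between genes (8.8e-21 after adjustment over 19 lists) and p = 4.6e-07 with fry, which uses the residual correlation in the data. In the 24-month vs. 2-month comparison the median was −1.90. The alternative that moved this median most was a filter at a mean normalized count of 50, which left 9 collagens with a median of −0.56. Of the 19 collagens, 9 also belong to a list of transcripts abundant in stromal keratocytes, and the epithelium was removed from the stroma by scraping.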

Additional pathways are neural cell adhesion molecule 1 interactions, nonintegrin membrane–extracellular matrix interactions, signaling by platelet-derived growth factor, and mesenchymal–epithelial transition activation (Fig. 1B). Further predicted pathways can be found in Supplementary File 2.

**Figure 1.**
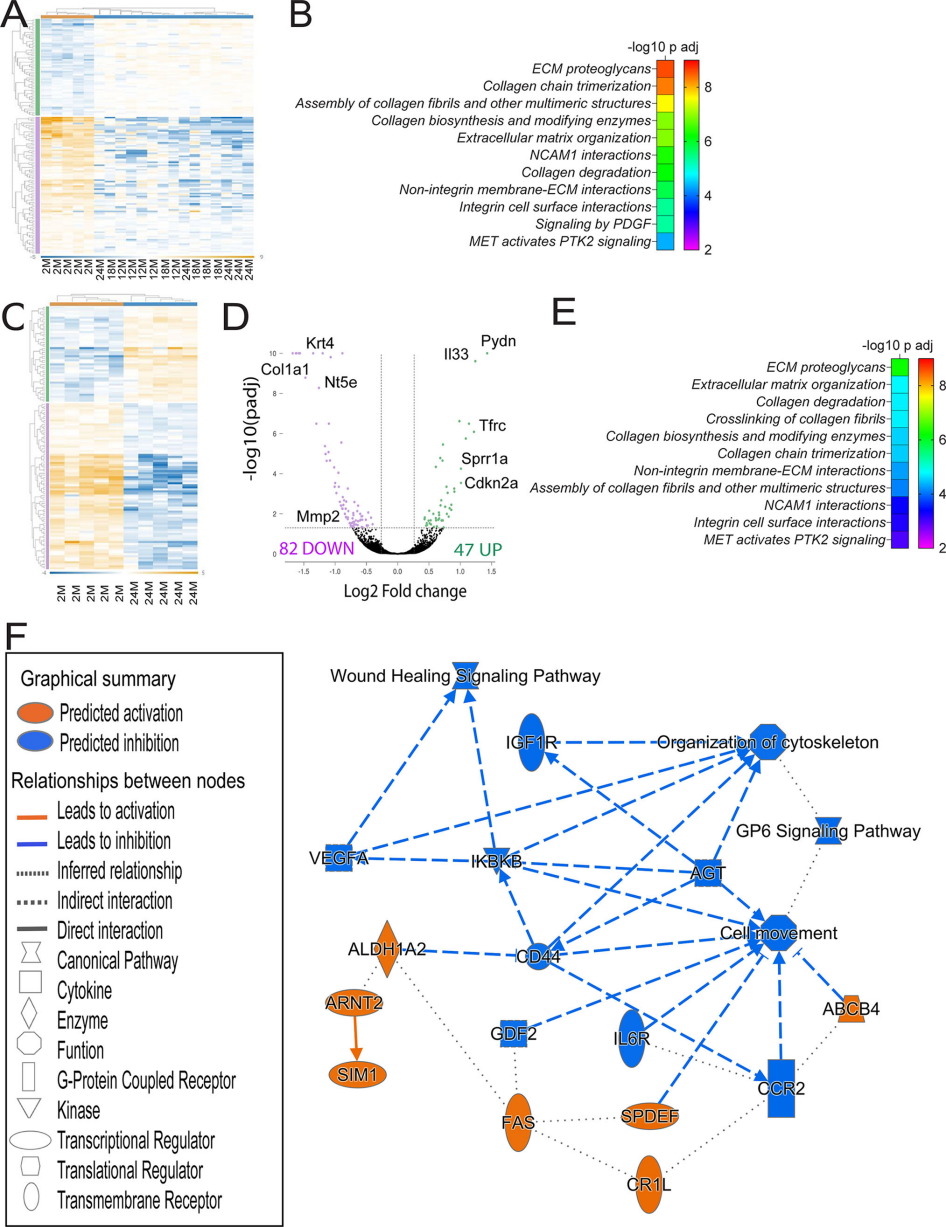
Transcriptome changes in the corneal epithelium of aging mice. (**A**) Overall heat map profile for 157 DEGs in the corneal epithelium comparing young corneal epithelium (*left*) to corneal epithelium of different ages (12–24 months). (**B**) Relative enrichment based on pathway analysis generated with Qiagen IPA comparing young to aged corneas irrespectively of age (12- to 25-month range). (**C**)**.** overall heat map profile for 129 DEGs in the corneal epithelium comparing young (left) to 24- to 25-month corneal epithelium. (**D**) A volcano plot showing the differences in expression and the magnitude of change in the corneal epithelium modulated by aging between the young (2 months) and aged (24–25 months) corneas. 82 genes were down-regulated and 47 were up-regulated. Each dot represents one gene. The dotted line indicates a *P* value of 0.05. (**E**) Relative enrichment based on pathway analysis generated with Qiagen IPA comparing young to 24- to 25-month corneas. (**F**) Graphical abstract generated by IPA comparing young to 24- to 25-month corneas.

The number of DEGs compared with young (2 months old) increased with increased age (64, 94, and 129 DEGs) (Supplementary File 3). 

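With each age tested against the young libraries, the 12-month comparison gave 60 DEGs (26 up and 34 down), the 18-month comparison 76 (38 up and 38 down) and the 24-month comparison 88 (35 up and 53 down). Genes with an unadjusted p-value below 0.05 numbered 1079, 811 and 1125. The count of DEGs rose with age in 21 of the 30 other settings. It did not in 7 of the fits that each left out 1 library: without 24-month replicate 3, for example, the counts were 63, 77 and 54. When the 15 aged libraries were dealt at random to the 3 ages 100 times, counting the true labels as 1 of them, 9 gave an excess of 24-month over 12-month DEGs as large as the observed 28, and 2 gave as many 24-month DEGs as the observed 88. Tested directly against each other, the aged groups gave 22 DEGs between 24 and 12 months (12 up and 10 down, 1661 at an unadjusted p below 0.05), 1 between 18 and 12 months (839) and 0 between 24 and 18 months (599). The first of these counts ranged from 0 to 84 when 1 library was left out. Of 100 splits of the 12-month and young libraries into 5 and 5, 6 gave at least as many DEGs as the ages did. With the filter at a mean normalized count of 50, the 24-month count was 73. With the trend of each library on GC content and transcript length removed, a setting chosen after seeing the data, 54 genes rose and 34 fell at 12 months, 61.4% up against 43.3%.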

We followed up by investigating the DEGs that are common or unique to each age comparison using Venn diagrams, regardless of their expression (upregulated or downregulated) (Supplementary Fig. S1 and Supplementary File 4). Only 10 DEGs were common between 12- to 13-month-old vs. young and 18-month-old vs. young comparisons, whereas 29 DEGs (15.7%) were common between all three of the comparisons. 

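Of the 128 genes that were DEGs in at least 1 of the 3 comparisons, 32 (25%) were DEGs in all 3, of which 13 rose and 19 fell. A further 6 were shared by the 12- and 18-month comparisons only, 3 by 12 and 24 months only and 23 by 18 and 24 months only. The 19 common falls include *Lcn11*, *Mup4*, *Obp1a* and *Obp1b*, of secreted gland protein families, and *Col1a1*, *Col1a2* and *Sparc*, of the keratocyte list. For these genes, gland tissue, tear fluid or a different amount of stroma in the scrapes stays open beside a change in the epithelium. The 3 comparisons share their young libraries, so they overlap to some degree without any age effect. In 100 simulations with no difference between ages, built from the deviations of each library from its group mean, lists of as many top genes had a median of 2 genes in common and at most 10. The log2 fold changes of all tested genes correlated at r = 0.598 between 12 and 18 months, 0.543 between 12 and 24 months and 0.683 between 18 and 24 months, across genes, which are not independent replicates. In the simulations the median correlations were 0.514, 0.483 and 0.481. Leaving out young replicate 5 or replicate 2 lowered the number of common DEGs to 19 or 21.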

There were 66 DEGs that were unique to the 24-month vs. 2-month comparison (Supplementary Fig. S1A).

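In these data 30 genes were DEGs at 24 months and at neither other age. All 30 had changed in the same direction at 18 months, where 23 had an unadjusted p-value below 0.05, and 29 at 12 months, where 20 did. Their median absolute log2 fold change was 0.571 at 12 months, 0.762 at 18 months and 1.33 at 24 months. The comparisons share their young libraries, so agreement in direction arises in part without any age effect. In the simulations with no difference between ages, a median of 88.7% of the top genes of any age changed in 1 direction at all 3 ages. The highest simulated share was 99.4%. When the difference between ages was tested directly, 2 of the 30 differed between 24 and 12 months and 0 between 24 and 18 months. Without 24-month replicate 3 or without replicate 4, 14 genes were unique to this age, and 7 of 100 deals of the aged libraries to the ages, the true one included, gave as many as 30.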

Because the greatest number of DEGs was observed between the youngest group (2 months old) vs. the oldest (24 months old), we performed a more in-depth investigation of this comparison (Figs. 1C–F). 

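The absolute log2 fold changes of the 88 DEGs between 24-month and young libraries had a median of 1.45. In 77 of the 88 (87.5%) the 5 libraries of one age lay entirely above or below the 5 of the other, as did 2.81% of all tested genes. The authors' deposited table holds 129 genes for this comparison, and 72 were DEGs in both. Of the 129, 127 were tested here, and all 127 had the direction of the authors' deposited table and an unadjusted p-value below 0.05. Leaving out 24-month replicate 3 gave 54 DEGs and leaving out replicate 4 gave 57.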

A volcano analysis showed that, among the 129 DEGs, 82 were downregulated and 47 were upregulated (Fig. 1D). The most upregulated gene in the aged group was *Pydn* (prodynorphin, 1.43-log2 fold change), followed by *Il33* (1.2-log2 fold change), whereas the most downregulated gene was *Wfdc18* (−1.67 log2-fold change). 

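*Pdyn* (NCBI gene 18610, chromosome 2 of GRCm38 from 129686549 to 129699938) had 104.6 ± 33.8 normalized counts (SD, n = 5) in the young group and 412.6 ± 119 at 24 months, a log2 fold change of 1.99 (standard error 0.257, limma adjusted p = 3.48e-05). It had already reached 381 ± 102 at 12 months. *Il33* (NCBI gene 77125, chromosome 19 from 29925113 to 29960718) rose from 89.57 ± 12.3 to 265.2 ± 54.5 normalized counts, a log2 fold change of 1.54 (standard error 0.28, adjusted p = 0.00265). *Wfdc18* (NCBI gene 14038, chromosome 11 from 83709004 to 83711360) fell from 402.8 ± 95.1 to 74.16 ± 36.5, a log2 fold change of −2.53 (standard error 0.445, adjusted p = 0.00189). Its lowest mean was at 12 months, 21.05 ± 13.2, and it differed from the young group by −4.51 on the log2 scale there. For all 3 genes, each 24-month library lay outside the range of the young libraries. On the log2 scale used here 2 DEGs rose more than *Pdyn*, namely *Cdkn2a* with 3.45 and *Lncppara* with 2.85, 6 rose more than *Il33* and 22 fell more than *Wfdc18*. On the same scale the 5 largest falls among DEGs without overlap were *Obp1a* (−7.88), *Gm5938* (−7.79), *Mup4*, *Pip* and *Scgb2b2* (−5.40). *Mup4* had 0 reads in every 24-month library and *Pip* at most 2, so their changes are bounds, at least 154-fold lower and at least 89.7-fold lower. *Mup4* was highest in young replicate 4 and *Pip* in young replicate 5, and without that library the bounds were 63.1-fold and 43.9-fold. Of the 19524 reads of these 5 genes in young libraries, 10943 came from young replicate 4, and with voom on the recovered reads, chosen after seeing the data, their adjusted p-values were 0.292 to 0.432.

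**Figure D1:**
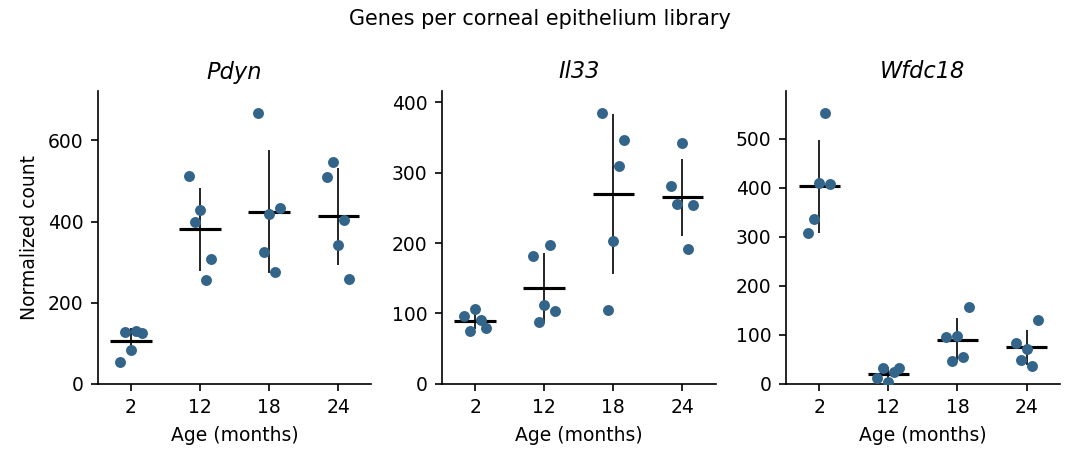
Normalized counts of *Pdyn*, *Il33* and *Wfdc18* per library (points) against age in months, with the group mean (horizontal bar) and SD (vertical line, n = 5). The 24-month libraries lie between 258.8 and 547.2 for *Pdyn* and between 191.4 and 342.4 for *Il33*, above all young libraries, and between 36.55 and 130.8 for *Wfdc18*, below all young libraries.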

ROSALIND/Reactome analysis in this comparison showed that many pathways that were highlighted in Fig. 1B (comparing young to all age groups) were still significant when comparing the 24-month-old group with the young group, albeit the adjusted *P* value was smaller (Fig. 1E, Supplementary File 5). We also performed a meta-analysis of the combined three aged groups vs. the young group using ROSALIND (Supplementary Fig. S2). 

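The 128 genes that passed the thresholds in at least 1 of the 3 age comparisons were divided by the mean of their 3 log2 fold changes, without the weighting of a meta-analysis, which the deposited files do not hold. By this measure 55 genes rose and 73 fell. In 55 genes all 3 changes were upward, in 71 all 3 were downward, and 2 changed in mixed directions. Shared young libraries produce much of this agreement: 98.44% changed in 1 direction, against a median of 88.7% in the simulations with no difference between ages. Without young replicate 5, 47 genes fell on average, and without the filter on low expression 84 did.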

Using this tool, 73 genes were upregulated with aging and 113 genes were downregulated. The top five upregulated biological pathways involve regulation of protein stability, regulation of protein kinase activity, hormone metabolic process, cellular response to drug, and negative regulation of protein phosphorylation. The top five downregulated biological pathways involved negative regulation of hydrolase activity and peptidase activity, sensory perception, blood vessel development, and wound healing (Supplementary Fig. S2).

Next, we uploaded the list of the DEGs into IPA (Qiagen) and we performed canonical analysis. The pathways with a negative Z-score (indicating predicted downregulation) are GP6 signaling, wound healing signaling, pulmonary fibrosis idiopathic signaling, dendritic cell maturation and others (Supplementary File 6). Interestingly, many of the DEGs involved in these pathways are genes that encode for different subsets of collagen, such as *Col1a1*, *Col1a2*, *Col4a1*, *Col5a1*, *Col5a2*, *Col6a1*, and *Mmp2*.

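*Col1a1* (NCBI gene 12842, chromosome 11 from 94936224 to 94953042) had 928.5 ± 329 normalized counts in the young group and 73.07 ± 49.8 at 24 months (SD, n = 5), a log2 fold change of −3.74 (standard error 0.303, limma adjusted p = 1.12e-08). *Col1a2* (NCBI gene 12843, chromosome 6 from 4505618 to 4541543) had 1204 ± 559 and 138.4 ± 63, a change of −3.09 (standard error 0.314, adjusted p = 9.64e-07). *Col5a2* fell from 70.85 ± 34.4 to 7.931 ± 6.5 (log2 fold change −3.175, adjusted p = 0.00368). *Col6a1* fell from 52.25 ± 27.3 to 3.573 ± 2.57, a mean that stands for 1 to 7 reads per library. Its change of −3.53 had an adjusted p of 0.0406, within the threshold in 10 of the 20 fits that each left out 1 library. The other 3 genes did not pass the threshold. *Col4a1* changed by −1.90 (adjusted p = 0.11), *Col5a1* by −3.54 (0.0666) and *Mmp2* by −2.94 (0.199), on 6 to 11, 0 to 7 and 0 to 15 reads per 24-month library. For each of the 7 genes, all 24-month libraries were below all young libraries. *Col1a1* at 24 months includes 1 library, replicate 5, at 161.9 normalized counts, where the other 4 had 44.86 to 55.29. *Col1a1*, *Col1a2*, *Col5a1*, *Col5a2* and *Col6a1* belong to the keratocyte list.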

The graphical abstract by IPA explores and predicts the relationship among all the DEGs and it is shown in Fig. 1F. As previously identified by the canonical pathway analysis, wound healing signaling pathway is predicted to be decreased, as well as organization of cytoskeleton and cell movement, and insulin-like growth factor 1 receptor. 

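The prediction concerns activity, while the libraries measure transcripts. *Igf1r*, which encodes the receptor (NCBI gene 16001, chromosome 7 from 67952257 to 68233668), had 2411 ± 300 normalized counts in the young group and 2823 ± 272 at 24 months (SD, n = 5). The log2 fold change of 0.23 (standard error 0.116, limma adjusted p = 0.514) was not significant (exact permutation p = 0.0635), and 3 of the 5 24-month libraries lay above every young library.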

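Transcripts of *Ikbkb* (NCBI gene 16150), *Cd44* (NCBI gene 12505) and *Il6ra* (NCBI gene 16194), which encodes the interleukin 6 receptor, did not differ between 24-month and young libraries beyond the spread between replicates. *Ikbkb* had 321.8 ± 50.9 and 310.7 ± 46.4 normalized counts in young and 24-month libraries (SD, n = 5; log2 fold change −0.05, standard error 0.186, limma adjusted p = 0.966). *Cd44* had 4120 ± 1710 and 3688 ± 808 (−0.07, standard error 0.247, adjusted p = 0.966). The signs of both changes reversed in some of the fits that left out 1 library. *Il6ra* had 52.6 ± 12.3 and 37.24 ± 12.3 (−0.52, standard error 0.351, adjusted p = 0.659). Exact permutation p-values were 0.714, 0.833 and 0.0952.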

The kinase inhibitor of nuclear factor kappa-B kinase subunit beta is also predicted to be decreased, as well as CD44 and IL-6R. CD44 is a glycoprotein that is important for epithelial and immune cells and is also a receptor for hyaluronan.^71^ It is predicted that Aldh1A2 (an enzyme that catalyzes the synthesis of retinoic acid from retinaldehyde), Fas (a death receptor involved in apoptosis), and the adenosine triphosphate-binding cassette 4 are upregulated.

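None of these genes reached the mean normalized count needed for the test, so the libraries do not resolve their direction. *Aldh1a2* had 10.87 ± 12.2 normalized counts in the young group, on 0 to 41 reads per library, and 2.195 ± 3.11 at 24 months, on 0 to 7 reads (SD, n = 5; exact permutation p = 0.206). *Fas* had 4.161 ± 2.48 and 7.304 ± 6.31, on 0 to 7 and 0 to 17 reads (exact permutation p = 0.651). *Abcb4*, the cassette gene that Fig. 1F shows, had at most 5 reads in a young library and 0 reads in every 18- and 24-month library. Without the filter on low expression, the log2 fold changes were −1.66 for *Aldh1a2*, 0.38 for *Fas* and −0.50 for *Abcb4*, with limma adjusted p-values of 0.717, 0.946 and 0.751.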

Next, we chose two differentially expressed pathways identified by bulk RNA sequencing and validated using individual PCR reactions. For this validation, we included samples from both female and male corneal epithelium. Fig. 2A shows detailed heatmaps of genes involved in the extracellular matrix proteoglycans. 

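The heatmap of Fig. 2A shows 10 genes, all of which fell between young and 24-month libraries with a median log2 fold change of −3.13. Over all tested genes 7 were DEGs, and 10 passed when adjusted over the list alone; the paper chose the list on these libraries, so this is not independent evidence. Among the genes not described above, *Col3a1* (NCBI gene 12825) had 259 ± 140 normalized counts in the young group and 30.37 ± 25.3 at 24 months (SD, n = 5; log2 fold change −3.31, standard error 0.639, limma adjusted p = 0.00502). Here 3 of the 5 24-month libraries were below every young library (exact permutation p = 0.0238). *Dcn* (NCBI gene 13179) had 1022 ± 250 and 287 ± 166 (−1.94, standard error 0.292, adjusted p = 2.5e-04), and *Sparc* (NCBI gene 20692) had 882.4 ± 319 and 215.2 ± 37.6 (−1.97, standard error 0.206, adjusted p = 1.16e-06). *Matn4*, with 32.79 ± 15 and 6.741 ± 2.63, was not a DEG (−2.05, standard error 0.778, adjusted p = 0.326). *Dcn* and *Sparc* are also on the keratocyte list. At 12 months *Sparc* had already changed by −1.61 (adjusted p = 4.93e-05) and *Dcn* by −0.99 (adjusted p = 0.155).

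**Figure D2:**
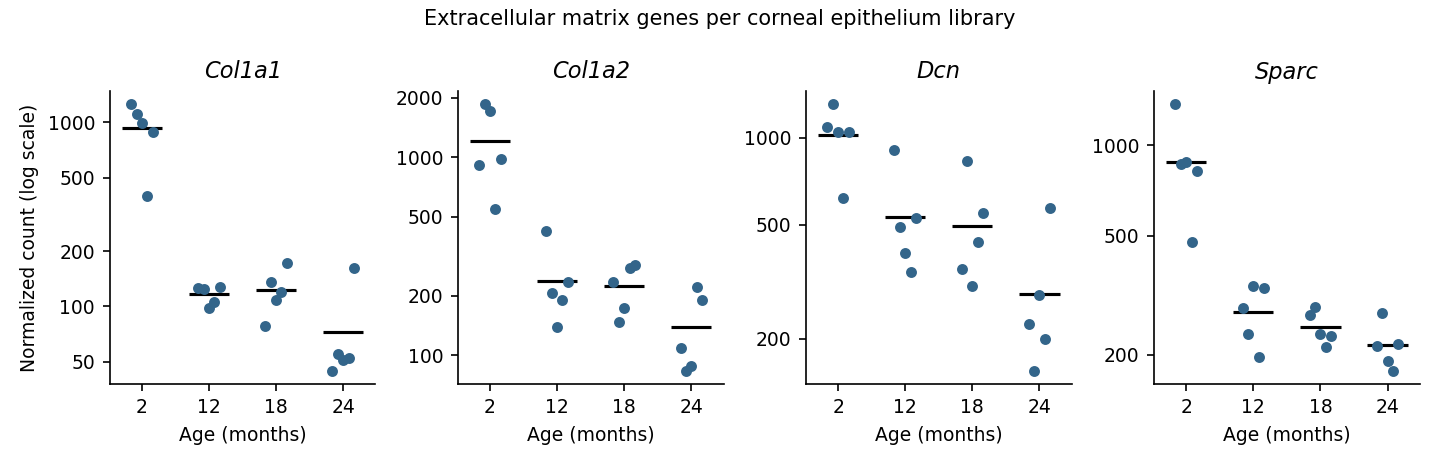
Normalized counts (log scale) of *Col1a1*, *Col1a2*, *Dcn* and *Sparc* per library (points) against age in months, with the group mean (horizontal bar, n = 5). All 24-month libraries lie below all young libraries for each gene; the highest 24-month values are 161.9, 221, 571.3 and 275.6 and the lowest young values are 396.3, 549.9, 618.8 and 475.8.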

There was decreased expression of multiple extracellular matrix proteoglycans with age, including *Col5a2*, *Col1a2*, *Col6a1*, *Col5a1*, *Col3a1*, *Dcn*, *Sparc*, and *Mmp2*. Male samples showed a similar decrease in *Col1a2*, *Col6a1*, *Dcn*, and *Mmp2* in aged corneas (Fig. 2B).

**Figure 2.**
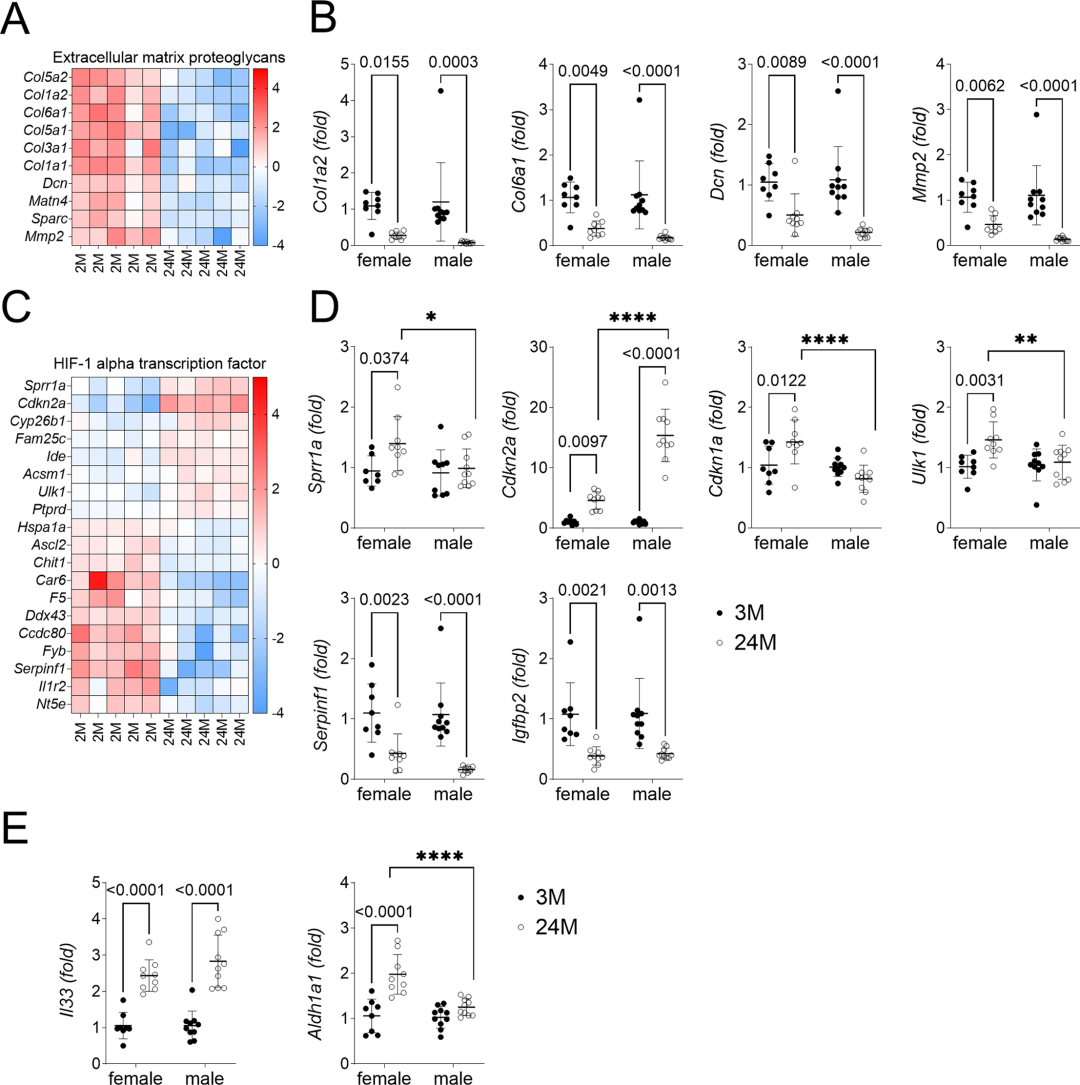
Aged corneal epithelium shows altered transcriptome. Corneal epithelium from female mice was scraped and subjected to bulk RNA sequencing. Validation using individual qPCR assays was performed in additional female corneas not subjected to bulk RNA sequencing and the effect of aging was compared male corneas. (**A**) Heatmaps showing DEGs related to extracellular matrix proteoglycans in female corneas. (**B**) Relative fold of expression of *Col1a2*, *Col16a1*, *Dcn*, and *Mmp2* in male and female corneas. (**C**) Heatmaps showing DEGs related to the transcription factor HIF-1α pathway in female corneas. (**D**) Relative fold of expression *of Sprr1a*, *Cdkn2a*, *Cdkn1a*, *Ulk1*, *Serpfin1*, and *Igfbp2* in male and female corneas. (**E**) Relative fold of expression *of Il33*, and *Aldh1a1* in male and female corneas. (**A** and **C**) Data was analyzed using ROSALIND software with the parameters fold change ≥1.2-fold or ≤1.2-fold change and a false discovery rate (FDR) ≤ 0.05. (**B**, **D**, and **E)** Two-way ANOVA with Sidak's comparison test*. P* value as shown or as *P < 0.05; **P < 0.01; ****P < 0.0001. Each dot represents one biological sample (both corneas pooled from the same animal, *n* = 8–10/sex/age).

The second pathway we validated with qPCR was the hypoxia-inducible factor (HIF-1α) transcriptional factor associated pathway (Fig. 2C). 

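The heatmap of Fig. 2C shows 19 genes, of which 8 rose and 11 fell between young and 24-month libraries. Over all tested genes 12 were DEGs, 6 up and 6 down, and 19 passed when adjusted over the list alone, which is not independent evidence because the list was drawn from these libraries. Set tests for a shift in one direction over the 19 lists gave an adjusted p = 0.0994 with camera and an adjusted p = 0.00692 with fry. Without 24-month replicate 3 or replicate 4, 7 of the 19 were DEGs. *Sprr1a* rose from 171.3 ± 81.6 to 466.7 ± 108 normalized counts (SD, n = 5; log2 fold change 1.54, standard error 0.288, limma adjusted p = 0.00352). *Cdkn2a* was nearly absent in the young group, with 1.851 ± 1.75 normalized counts on 0 to 4 reads per library, and had 26 ± 7.15 at 24 months (adjusted p = 7.85e-04). With voom, chosen after seeing the data, its adjusted p was 0.0509. *Ulk1* rose from 374.4 ± 109 to 669.7 ± 146 (0.87, standard error 0.202, adjusted p = 0.0295, within the threshold in 15 of the 20 fits that each left out 1 library). *Ide* rose from 441.8 ± 158 to 855.4 ± 69.3 (1.01, standard error 0.183, adjusted p = 0.0026), but its 12-month mean was 455.4 ± 132 and a library of the young group and a library of the 12-month group lay in the range of the older libraries. For *Ide*, a copy number or strain variant at the locus stays open beside age. *Cyp26b1*, *Acsm1*, *Hspa1a*, *Ascl2*, *F5*, *Ccdc80* and *Fyb* were not DEGs, with adjusted p-values of 0.137, 0.0767, 0.109, 0.19, 0.427, 0.144 and 0.167.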

Confirming our bulk RNA sequencing results, aged female corneas showed an upregulation of *Sprr1a*, *Cdkn2a*, and *Ulk1*, and a downregulation of *Serpinf1.* Interestingly, in aged male corneas we did not observe upregulation of *Sprr1a*, *Cdkn1a*, or *Ulk1*. In contrast, the increase in *Cdkn2a* in male corneas was significantly higher than in the aged female group (Fig. 2D)*. Sprr1a encodes* small proline-rich protein *1A* (SPRR1A), which is expressed in squamous epithelia such as in skin*.* Upregulation of SPRR1A has been linked to corneal metaplasia in dry eye disease.^72^ *Cdkn2a* and *Cdkn1a* encode p16 and p21, respectively, proteins involved in cell senescence.^73^ An increase in *Cdkn2a* has been reported in aged corneal epithelium*.*^55^ *Serpinf1* encodes pigment epithelium-derived factor (PEDF), which has anti-angiogenic and anti-inflammatory properties.^74^^–^^76^ *Igfbp2* (encoding insulin-like growth factor binding protein 2), a downstream gene in the HIF-1α pathway,^77^ was also decreased in aged female and male corneas. Finally, we chose to empirically validate *Il33*, linked to ocular inflammation,^78^ and *Aldh1a1*, which is modulated by aging.^56^ *Il33* increased in both female and male corneas while *Aldh1a1* only increased in female mice (Fig. 2E). Taken together, these results indicate that age and sex impact the corneal epithelium transcriptome.

### Aged Mice Have Decreased Corneal Sensitivity and Sex-specific Differences

Corneal epithelial cells and corneal nerves have a symbiotic relationship.^21^^,^^79^ We have published that 24-month-old female B6 mice have decreased corneal nerve density and corneal sensitivity,^41^ whereas others have also noted a decrease in cornea sensitivity with aging.^80^^,^^81^ Here we confirm and extend our previous studies by assessing corneal sensitivity in multiple ages of both female and male mice (2–3, 12–13, 18–19, and 22–25 months). Corneal mechanosensitivity was measured using the Cochet–Bonnet esthesiometer in mice of different ages and values were plotted. We observed that corneal mechanosensitivity progressively decreased with increasing age until a plateau was reached around 18 to 19 months of age (Fig. 3A). Pearson's correlation analysis showed an inverse correlation of cornea sensitivity and age (R = −0.0815; R^2^ = −0.65; *P* < 0.0001) (Fig. 3B). When the data were segregated by sex, we observed that male mice aged 12 to 13 months and 22 to 25 months had lower corneal sensitivity than female mice of the same age (Fig. 3C).

**Figure 3.**
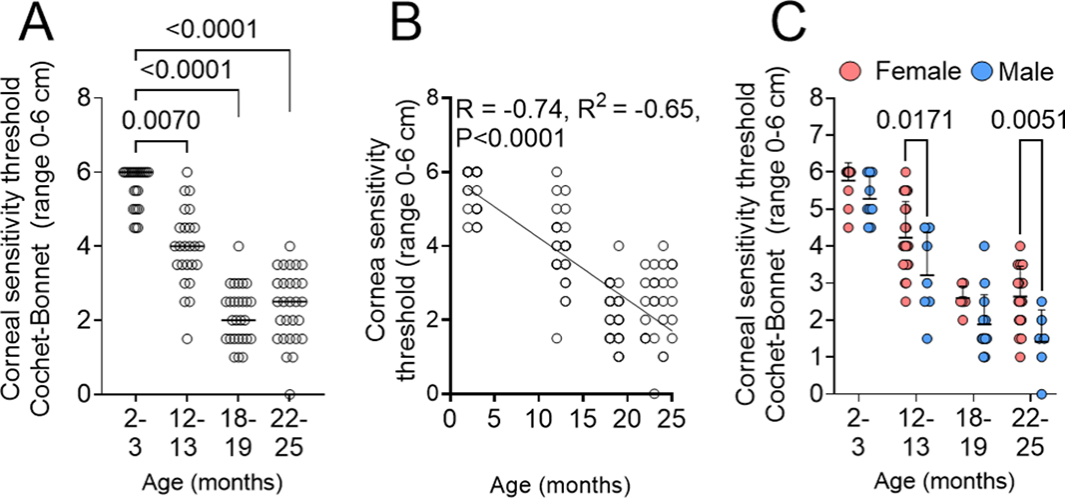
Age- and sex-specific differences in corneal mechanical sensitivity. (**A**) Comparison of corneal mechanical sensitivity measured with the Cochet Bonnet esthesiometer in mice of different ages. Nonparametric Kruskal–Wallis test followed by Dunn's comparison test. *P* values as shown. (**B**) Pearson's correlation of cornea mechanical sensitivity and age. R^2^ = coefficient of determination; R = coefficient of correlation. (**C**) Comparison of corneal mechanical sensitivity measured with the Cochet Bonnet esthesiometer in mice of different ages split by sex. Nonparametric two-way ANOVA with Sidak's multicomparison test. *P* values as shown.

### Aged Mice Have a Delayed Corneal Re-epithelialization Rate After Corneal Wound Debridement

In our previous publication, a decrease in corneal sensitivity in 24-month-old mice was accompanied by a decrease in corneal axon density.^41^^,^^82^ Because corneal nerves play a crucial role in the wound healing process of the corneal epithelium, we hypothesized aged corneas would heal more slowly than young corneas. To investigate this, we performed epithelial corneal debridement in mice of different ages (2–3, 12–13, and 18–19 months) using a dull blade. Pilot studies using our protocol show that the basement membrane was intact 1 hour after the initial wound (data not shown). Our results are summarized in Figures 4A, 4B. Because 24-month-old mice are more fragile and difficult to obtain, we did not attempt to use this age group. Initially, we separated mice based on age and sex, but because we did not observe a sex-specific effect, data are aggregated by age only. We observed that 18- to 19-month-old mice heal more slowly compared with 2- to 3-month-old mice and 12- to 13-month-old mice. Interestingly, the 12- to 13-month-old mice healed as fast as the young group (Figs. 4A, 4B).

**Figure 4.**
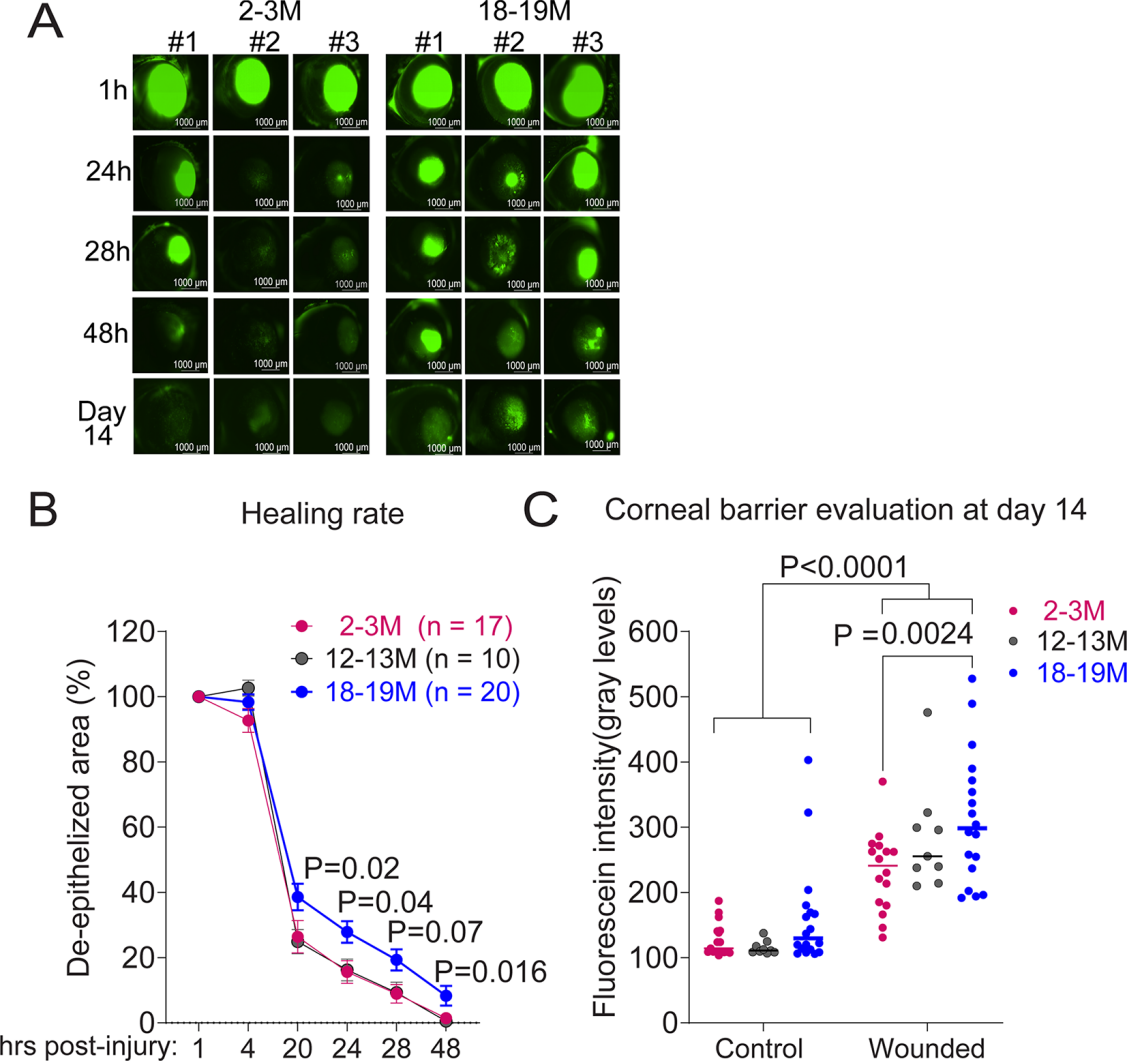
Aged corneas heal more slowly than young after corneal epithelial debridement. A unilateral corneal epithelial debridement wound was created in mice under anesthesia as described in the methods. To measure the de-epithelialized area, 0.1% fluorescein was topically applied followed by washing. Corneas were photographed under the LZM microscope and analyzed using image analysis software. The size of the epithelial wound at 1 hour was set as 100%. Mice of both sexes were used. (**A**) Representative images of corneas stained with 0.1% fluorescein after debridement at different time points (1, 24, 28, and 48 hours) (**B**) Rates of re-epithelialization in the experimental groups. Corneal re-epithelialization rates were decreased in both aged male and female mice in comparison to the young mice. Two-way paired ANOVA with Dunnet's multicomparison test. *n* = 10–20/group (2–3 months, *n* = 17; 12–13 months, *n* = 10; 18 months, *n* = 20). Overall significance of *P* < 0.0001; *P* values of individual time points as shown. (**C**) Corneal barrier evaluation at day 14 debridement. Cumulative data of corneas stained with 0.1% sodium fluorescein 14 days after injury. Each dot represents one eye separated into control (no injury) and wounded. Two-way ANOVA with Sidak's comparison test. *P* value as shown.

The greatest differences in re-epithelialization rate in the 18- to 19-month-old mice group were observed at 20, 24, and 48 hours after debridement. There was still a significant number of unhealed corneas in the 18- to 19-month-old group at the 48-hour mark (*P* = 0.04) (Supplementary Fig. S3A). These results indicate that aging impacts the initial corneal wound re-epithelialization rate.

### Aged Mice Had Worse Corneal Barrier Function on Day 14 After Debridement

To investigate if normal corneal barrier function was restored after re-epithelialization, we assessed corneal permeability to sodium fluorescein 14 days after debridement, when the corneal epithelial wound was expected to have closed (Supplementary Fig. S3B). Corneal fluorescein staining was higher at all ages and in both sexes of mice subjected to debridement wounding after 14 days. However, corneal fluorescein staining in the 18-to 19-month-old mice was significantly higher than those seen in the 2- to 3-month-old mice (Figs. 4A, 4C), suggesting increased corneal permeability and epithelial barrier disruption with age. These results indicate that aging affects the recovery of the corneal epithelium after injury, which could contribute to corneal epithelial barrier distribution seen in age-related dry eye disease.

### Aged Mice Are More Likely to Develop Epithelial Erosions After Debridement Compared With Young Mice

Because there was no difference in wound healing and barrier function between the young and the 12- to 13-month-old group, we opted to continue our studies by comparing only the 2- to 3-month-old with the 18- to 19-month-old group for erosion formation. We investigated the appearance of epithelial erosions at day 21 and at day 28 after injury. All 2- to 3-month-old mice survived until day 21, but two died before the day 28 time point, reducing the sample size from 17 to 15 (Fig. 5A). In the 18- to 19-month-old group, two mice died before day 14, one died before day 21, and one died before day 28 after debridement, reducing the sample size from the initial 20 mice to 16 by the day 28 time point (Fig. 5A). These deaths did not seem to be related to the corneal debridement procedure; unexpected death in aged mice is a frequent event.

**Figure 5.**
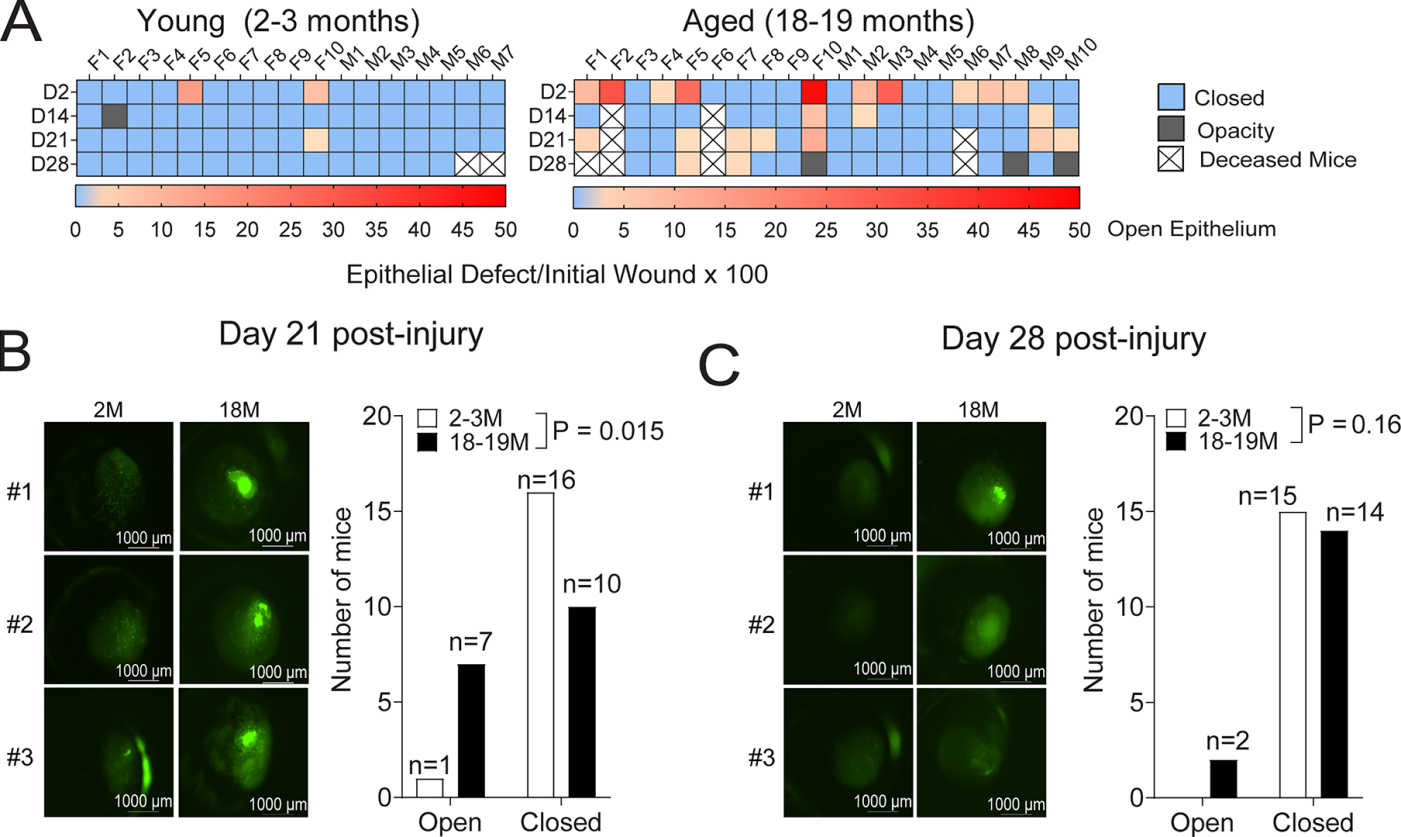
Aged mice develop epithelial erosions. Mice were followed up after 21- or 28-days after injury and the wound size was measured as described in the methods. Corneas were classified categorically as open or closed depending on if epithelial erosions were present or not (irrespectively of the size). (**A**) Time course of epithelial erosions in young mice (2–3 months) and aged (18–19 months) at different time points after debridement (48 hours, day 14, day 21, and day 28) showing individual mice. At all time points, the de-epithelialized area was measured and compared with the area at the 1-hour time point after wounding to calculate the re-epithelialization rate. Values were plotted from 0 (close wound/no erosion) to 50 (maximum value in both young and aged). Grey box indicates opacity formation, X box indicates mouse deceased. F, female; M, male. (**B**) Representative images of fluorescein-stained corneas at day 21 after debridement and cumulative data of incidence of epithelial erosions in young and aged group. χ^2^ test. (**C**) Representative images of fluorescein-stained corneas at day 28 after debridement and cumulative data of incidence of epithelial erosions in young and aged group. χ^2^ test.

All surviving mice received topical fluorescein and the presence or absence of de-epithelialized corneas was then counted and plotted using the χ^2^ test to investigate if the frequency was significant (Figs. 5B, 5C). On day 21, we identified an increased incidence of epithelial erosions in the 18- to 19-month-old group (7/17 mice) (Figs. 5A, 5B). There were no sex differences among the mice that had epithelial erosions (Fig. 5A). A further follow up at day 28 after debridement showed that 2 of the 16 aged corneas still had epithelial erosions, but this difference was not statistically significant (*P* = 0.16). Although aged mice had more corneal opacifications than young mice (3 vs. none), this was not statistically significant either (data not shown). These results indicate that aged mice not only show a delayed rate of re-epithelialization in the first 48 hours, but also have an increased number of epithelial erosions after debridement beginning at day 14 and lasting through day 28 after injury.

## Discussion

Aging is a complex biological process that is accompanied by a slow decrease in function in many tissues. The eye is no different. The cornea needs to maintain clarity to keep its refractory power intact and to maintain ocular comfort. In our study, we described how aged corneas have an altered transcriptome and the consequent ability for the corneal epithelium to heal after debridement. We identified an increased number of DEGs in the corneal epithelium with increasing age. 

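Collagen genes by symbol made up 6 of the 88 DEGs between 24-month and young libraries (6.82%), 4 of the 76 at 18 months (5.26%) and 3 of the 60 at 12 months (5%), and all of them fell. They are *Col1a1*, *Col1a2* and *Col3a1* at all 3 ages, with *Col5a2* from 18 months and *Col6a1* and *Col6a3* at 24 months only. *Col6a3* (NCBI gene 12835) went from 61.63 ± 12.7 to 2.664 ± 2.51 normalized counts (SD, n = 5), a log2 fold change of −4.40 (standard error 0.628, limma adjusted p = 1.34e-04). Together with the other genes of Fig. 2A, collagens made up 8 (9.09%), 5 (6.58%) and 4 (6.67%) of the DEGs. Other matrix genes among the DEGs were not counted, since no list of all extracellular matrix genes was tested.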

The majority of these DEGs were related to collagen assembly/machinery/alignment and extracellular matrix deposition. This finding was true when comparing young corneal epithelium with any epithelium older than 12 months of age.

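At 18 months 17 of the 19 tested collagens fell, with a median log2 fold change of −1.33 (camera adjusted p = 2e-15, fry adjusted p = 2.26e-05), and at 12 months 18 fell, with a median of −1.55 (camera adjusted p = 4.48e-11, fry adjusted p = 7.66e-05). Adjusted over the list alone, 9 passed at each of these ages. *Col1a1* changed by −2.89 at 12 months (limma adjusted p = 1.75e-06) and −2.85 at 18 months (4.77e-06), and *Col1a2* by −2.30 (9.3e-05) and −2.34 (1.09e-04). Compared with 12 months, the collagens had a median log2 fold change of −0.627 at 24 months, with an adjusted camera p of 0.00576 that did not hold under fry (0.147). Of the 10 genes of Fig. 2A, 4 were DEGs at 12 months and 5 at 18 months. The paper states that most DEGs were related to collagen and extracellular matrix, and that this held for epithelium older than 12 months compared with young epithelium.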

Our studies in naïve female corneas using bulk RNA sequencing and qPCR validation using female and male samples showed a decrease in genes involved in extracellular matrix proteoglycans. Collagen fibril organization in the stroma is essential for cornea clarity. A previous study showed that aging decreases tissue remodeling by MMPs and decreases the structural integrity of collagen fibers,^83^ possibly suggesting that with age comes a diminished capacity for the corneal epithelium to remodel collagen as needed to maintain clarity. Another important pathway identified in our study is extracellular matrix deposition, which is essential in cell signaling, cell migration, and maintenance of the limbal stem cell niche.^84^^,^^85^ Extracellular matrix deposition and function have long been known to be altered with advanced age. Age is associated with decreased expression of genes that regulate the circadian clock.^86^^–^^88^ The cell signaling pathways regulated by circadian rhythms become increasingly dysregulated with advancing age and these pathways include genes that regulate both extracellular matrix gene expression and its assembly.^87^^,^^89^^–^^91^

Our analysis using IPA, which predicts which pathways are altered between different transcriptomes, identified several pathways likely to be influenced by collagens. These included cell migration, organization of cytoskeleton, and wound healing. 

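*Hif1a*, the gene of HIF-1α (NCBI gene 15251, chromosome 12 from 73901324 to 73947554), had 538.7 ± 108 normalized counts in the young group, 471 ± 104 at 12 months, 463.2 ± 94.9 at 18 months and 486.7 ± 94.7 at 24 months (SD, n = 5). The log2 fold change at 24 months was −0.14 (standard error 0.174, limma adjusted p = 0.837, exact permutation p = 0.397), less than the spread between replicates. It stayed between −0.25 and −0.06 in the fits that each left out 1 library. Transcript levels do not measure the activity of the protein.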

The meta-analysis using ROSALIND identified HIF-1α as a key transcription factor altered in aged corneas. Previous studies have shown that HIF-1α is altered during aging^92^^,^^93^ and a deficiency of HIF-1α in skin epidermis increased epidermal aging and altered re-epithelialization in both humans and mice.^93^^,^^94^ HIF-1α knockdown suppressed HIF-1α–dependent claudin-1 expression and epithelial barrier function,^95^ and a study using a mouse model of closed eye contact lens wear suggested that HIF-1α was a proximal regulator of vascular endothelial growth factor expression in the corneal epithelium.^93^ Because HIF-1α has been given an essential role in wound healing,^96^^,^^97^ investigating the HIF-1α signaling pathway may open novel enquiries for future studies in age-related corneal epithelium diseases. Our gene expression analysis also showed a decrease in *Serpinf1* (encoding PEDF), a downstream gene in the HIF-1α pathway, which was downregulated in both male and female corneas. 

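In the sequencing data of female corneas, *Serpinf1* (NCBI gene 20317, chromosome 11 from 75410029 to 75422623) had 38.2 ± 15.5 normalized counts in the young group, 8.471 ± 5.97 at 12 months, 20 ± 22.1 at 18 months and 3.003 ± 3.26 at 24 months (SD, n = 5), the last on 0 to 8 reads per library. The log2 fold change at 24 months was −3.65 (standard error 0.848, limma adjusted p = 0.03), and every 24-month library was below every young library. The adjusted p was within the threshold in 13 of the 20 fits that each left out 1 library, and was 0.0677 with a pseudocount of 0.1. Over all settings it ranged from 0.0126 to 0.114. *Serpinf1* is also on the keratocyte list.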

PEDF expression has been found in all layers of the corneal epithelium.^75^^,^^76^^,^^98^ Peptides derived from PEDF bind to collagen and the extracellular matrix ^99^^,^^100^ and have been hypothesized to work as a sponge to localize the anti-angiogenic protein in the corneal stroma. A 44-amino acid peptide derived from PEDF plus docosahexaenoic acid, an omega-3 fatty acid, together were found to promote nerve regeneration.^74^ PEDF has also been used as a potential new therapy for dry eye disease. Recombinant PEDF ameliorated dry eye signs while anti-PEDF worsened dry eye signs in mice.^75^

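*Aldh1a1* (NCBI gene 11668, chromosome 19 from 20492583 to 20643463) had 1220 ± 262 normalized counts in the young group, 1817 ± 384 at 12 months, 1930 ± 287 at 18 months and 1919 ± 271 at 24 months (SD, n = 5). The log2 fold change was 0.67 at 24 months (standard error 0.15, limma adjusted p = 0.0232), 0.68 at 18 months (adjusted p = 0.0209) and 0.58 at 12 months (adjusted p = 0.0851). Each 24-month library was above every young library. At 24 months the adjusted p was within the threshold in 14 of the 20 fits that each left out 1 library and at most 0.079.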

Our results from the bulk RNA sequencing and individual validation of DEGs showed that *Aldh1a1* was upregulated in the corneal epithelium of the 24M corneas. A recent study demonstrated *Aldh1a1* is downregulated in aged murine corneas, and this was accompanied by a downregulation of canonical nuclear factor κB signaling.^56^ Discrepancies in the two studies could be related to the sex of the animals (both sexes [ours] vs. undefined^56^) and the stage of cornea disease. We isolated epithelial cell mRNA only from mice whose corneas had no visible macroscopic changes such as scars or opacifications while the previous studies described a 30% prevalence of corneal opacifications in aged mice.^56^

Corneal epithelial wound healing is an essential process that maintains the integrity and transparency of the cornea. It is dynamic and complex and involves cell migration, cell proliferation, and expression of numerous cytokines and chemokines by resident and recruited cells. As individuals age, they are subjected to environmental challenges that can alter crucial cell:cell and cell:matrix interactions.^101^^–^^103^ Cataracts, glaucoma, macular degeneration, and dry eye disease all increase in frequency with age and impair vision. A common feature shared by these pathologies is an age-related increase in inflammation.^104^^–^^107^ Nerves play a crucial role in both corneal homeostasis and in the wound healing process by maintaining epithelial integrity, providing sensory feedback, and releasing neurotransmitters and peptides that influence cellular responses.^108^^–^^112^ Our earlier publication showed that aging is associated with a decrease in intraepithelial corneal nerve density in B6 mice, and we identified a decrease in specific genes involved in encoding proteins that mediate axon growth and targeting.^41^ Here we confirmed that aged male and female mice have decreased corneal sensitivity when compared with young mice extending earlier reports.^41^^,^^113^ We also investigated sex differences and found middle aged (12–13 months of age) and old (22–24 months of age) female mice have higher corneal sensitivity than males of the same age. There was no significant sex difference observed at the 18-month timepoint. The existence of a sex-specific difference in corneal sensitivity is under some debate: a few previous studies in humans observed no difference between biological sexes^114^^–^^117^; however, one study in humans found that corneal sensitivity was greater in women and also reported an age-related decrease in corneal sensitivity, as we did here.^118^ One possible reason for these differences may be where on the cornea sensitivity is measured; one study found specific sex differences in human corneas only in the superior, temporal, and inferior areas of the cornea, but found no sex differences in sensitivity in the central or nasal areas.^119^

Epithelial and stromal alterations, including corneal opacification of unknown origin, have been described in naïve aged mice and dogs.^56^^,^^120^ For the past several years, we have maintained a colony of aged B6 mice and have observed corneal opacification in approximately 10% to 15% of naïve mice older than 18 months of age. Although we have observed corneal opacification in 12-month-old mice, it is less frequent. Interestingly, fluorescein staining remained elevated in 2-month-old mice after debridement, despite the fact that there were no erosions present. However, fluorescein staining in 22- to 24-month-old mice 14 days after injury was significantly greater than that seen in the 2-month-old mice. Together these data indicate that full corneal epithelial barrier reformation after injury takes longer than 14 days in mice of all ages. Furthermore, the increased incidence of erosion formation in older mice likely contributes to the increased fluorescein staining seen in the older mice.

We next investigated the effect of aging on the corneal epithelial wound healing response. To do this, we evaluated wounded corneas at six time points within the first 48 hours after corneal epithelial debridement. We observed significantly lower healing rates in the 18-month-old mice compared with the young group. Previous studies showed that 27-week-old B6 mice cornea wounds healed more slowly than 9-week-old B6 mice corneas over the first 24 hours.^121^ Likewise, in humans, corneal epithelial wound healing is delayed in aged individuals compared with younger people, possibly owing to a decrease in the regenerative capacity of the corneal epithelial cells.^122^ Another possible reason is that aging corneal epithelial cells may exhibit changes in their cellular response to injury or inflammation that can lead to prolonged inflammation and, consequently, delayed healing.^123^ Delayed corneal epithelium wound healing could also be associated with changes in the ocular surface tear film composition. An altered tear film can increase susceptibility to dry eye disease and other ocular surface conditions, all of which can negatively affect corneal epithelial health, creating a vicious cycle of inflammation and disease that may lead to delayed wound healing.^124^

Our results also show a higher incidence of epithelial defects after injury in aged mice compared with young mice. Persistent corneal epithelial defects, also referred to as corneal erosions, occur when the adhesion of the epithelium to the basement membrane is inadequate. Hemidesmosomes insert deeply into the basement membrane to maintain epithelial adhesion during homeostasis. To migrate in response to injury, hemidesmosomes disassemble and cells detach from basement membrane laminin and collagen VII. As the cells migrate as a sheet, MMPs secreted by the epithelial cells degrade the underlying basement membrane extracellular matrix. After re-epithelialization is complete, hemidesmosomes reassemble with the extracellular domains of cell adhesion proteins binding to basement membrane proteins secreted primarily by the corneal epithelial basal cells; if basement membrane synthesis or its reassembly is delayed or defective, then hemidesmosomes will fail to stabilize and erosions will form. 

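*Col17a1*, a hemidesmosome collagen, had 9644 ± 1210 normalized counts in the young group and 8780 ± 300 at 24 months (SD, n = 5; log2 fold change −0.13, standard error 0.101, limma adjusted p = 0.728). *Col7a1*, of the anchoring fibrils, had 214.4 ± 75.1 and 182.3 ± 28.1 (−0.19, standard error 0.204, adjusted p = 0.812). *Col4a5* had 86.6 ± 28.8 and 80.04 ± 24 (−0.10, adjusted p = 0.943). *Col4a6* had 73.53 ± 22.2 and 30.38 ± 17.5 (−1.37, standard error 0.421, adjusted p = 0.164). *Col4a1* had 33.46 ± 9.11 and 8.266 ± 2.14 (−1.90, standard error 0.533, adjusted p = 0.11), with all 5 of the 24-month libraries below every young one, and *Col18a1* had 20.5 ± 11 and 10.5 ± 10.4 (−1.51, standard error 1, adjusted p = 0.655). The 10 tested collagens outside the keratocyte list fell as a set, with a median log2 fold change of −0.72 (adjusted over 3 parts of lists, camera adjusted p = 8.41e-05, fry adjusted p = 3.05e-04), and the 9 on it had a median of −3.31. Absence from the keratocyte list does not assign a collagen to the epithelium, so this set test does not show which cells had fewer transcripts. The single genes named above did not pass the threshold.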

The transcriptomic data presented here are obtained from unwounded aged female mice and are consistent with a decrease in the synthesis and secretion of matrix proteins by corneal epithelial cells with advancing age.

It has been challenging to understand the exact mechanisms that lead to recurrent corneal erosions. In a mouse model used to study erosion formation,^125^^,^^126^ naïve corneas with preexisting stromal scars were found to have a decreased frequency of erosions after debridement. In addition, removal of the basement membrane at the time of injury using a rotating burr also decreases the frequency of erosions. Patches of debris can become trapped beneath the corneal epithelial sheet during and after migration, delaying basement membrane reassembly, inducing MMP synthesis by resident immune and epithelial cells, and leading to senescence and apoptosis of overlying corneal epithelial cells. MMPs including MMP-9 degrade the extracellular domain of the a6b4 hemidesmosomal integrin decreasing cell:matrix adhesion and allowing erosions to form. The impact of aging on spontaneous corneal erosion formation in response to prior mechanical corneal debridement had not been reported previously.

Recurrent corneal erosions or persistent epithelial defects are names for a clinical syndrome that typically affects adult patients between 20 and 80 years of age, but the mean age of occurrence is between 40 and 50 years of age.^116^^,^^127^^–^^129^ Surgical treatments in the clinic include anterior stromal puncture and rotating burr polishing of the area around the erosion site.^130^^,^^131^ Anterior stromal puncture forces corneal epithelial cells to migrate into and out of puncture sites, increasing the surface area for adhesion and exposing them to stromal collagens, proteoglycans, and growth factors as the cell sheet migrates over the exposed wound bed. Rotating burr polishing removes debris and exposes the corneal epithelial cells to collagens and fibronectin that the integrins expressed by migrating epithelial cells adhere to. Both interventions lead to improved epithelial cell matrix adhesion. Although no sex differences were observed associated with the epithelial defects in our study, a retrospective study showed that women of the same age, with the same risk factors and treatment plans, healed significantly more slowly than men.^132^^,^^133^ A literature review reported that sex is not a risk factor for epithelial defects in dogs.^134^ This finding suggests that there may be species-specific differences in corneal healing, and more studies are needed to delineate the effect of sex on corneal epithelial defects.

Recurrent epithelial defects form for a variety of reasons, including basement membrane dystrophy, stem cell deficiency, viral infections, systemic diseases, or decreased nerve density that may inhibit the coordination of the healing response.^129^^,^^135^ Limbal stem cells are essential to maintain corneal epithelial homeostasis.^1^ This dysfunction of limbal stem cells can result in the loss of the corneal barrier and less corneal epithelial cell regeneration and healing.^136^^,^^137^ It has been shown that tissue regeneration ability decreases as stem cells change with aging.^138^ In patients with limbal stem cell deficiency, the most frequent causes were chemical or thermal injury to the ocular surface, Stevens–Johnsons syndrome (an autoimmune disorder), and congenital aniridia.^139^^,^^140^ Although it is possible that the delayed re-epithelialization of the cornea is caused by a defect in corneal stem cells, we do not believe that is the case in this study, because we did not observe decreases in the expression of mRNAs for corneal keratin Krt12 or an increase in expression of the conjunctival keratins (Krt8, Krt13, or Krt19) upregulated in stem cell deficiency.^141^^–^^145^

The data from our transcriptomics IPA pathway analysis suggest that matrix synthesis and assembly and cell migration pathways are downregulated with aging. Increased erosion formation in older mice could be mediated in part or entirely by defective reassembly of the epithelial basement membrane. Determining whether poor matrix synthesis and/or reassembly, aging stem cells, or inflammaging contribute most to the age-related changes we observe in corneal wound healing is beyond the scope of this work, and further investigation is necessary.

We have shown that aged corneas have an altered transcriptome and injuries to the corneal epithelium do not heal at the same rate as young corneas, without preference for sex. The corneal epithelium is constantly subjected to injuries caused by dust, pollen, eye rubbing, and blinking that cause transient loss of the corneal barrier that prevents infection and maintains corneal hydration. Our results increase our knowledge of the aging process by showing that age compromises the ability of the corneal barrier to be restored fully in response to injury and contributes to the development of epithelial erosions.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

Supplement 4

Supplement 5

Supplement 6

Supplement 7

# Supplementary material for: Age-Related Differences in the Mouse Corneal Epithelial Transcriptome and Their Impact on Corneal Wound Healing
**Source:** Invest Ophthalmol Vis Sci. 2024 May 13;65(5):21. doi: 10.1167/iovs.65.5.21
**Supplement:** Supplement 1

Supplemental Figures

Supplemental Figure 1

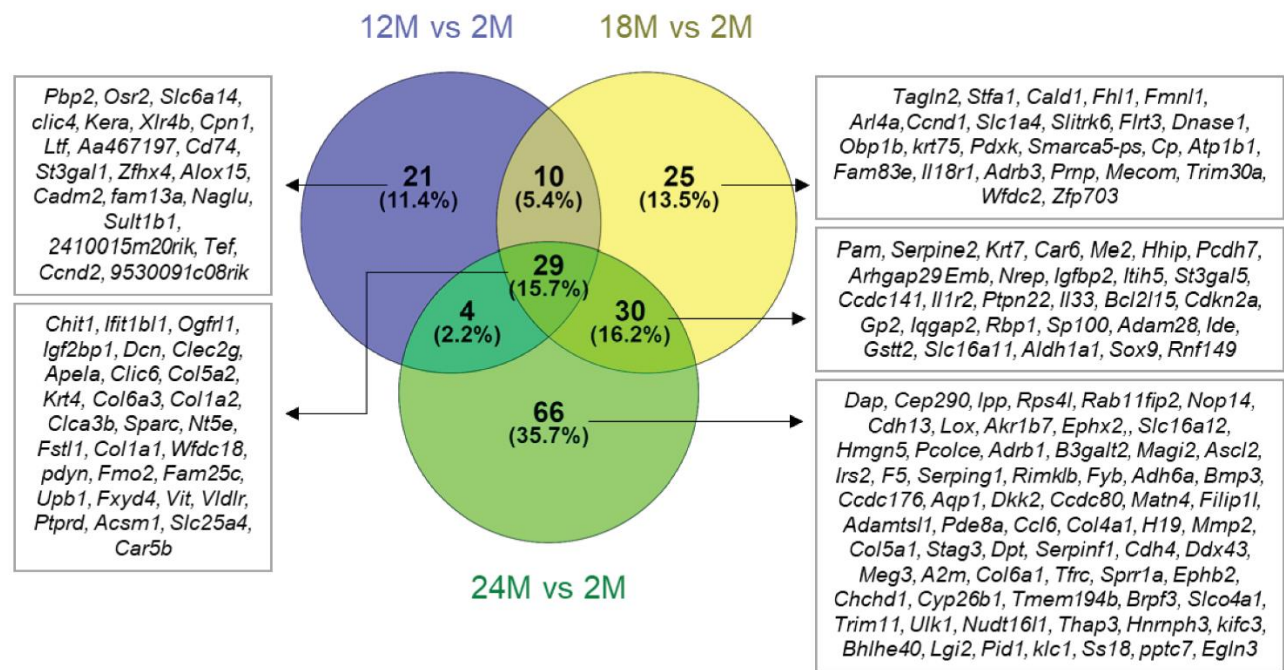

**Supplemental Fig. 1. Analysis of the DEGs across all aged groups show aged mice have altered biological pathways.** Corneal epithelium from all age groups were scraped, total RNA extracted and submitted for bulk RNA sequencing. DEGs were analyzed using ROSALIND. Venn diagrams listing down- and up-regulated DEGs between age groups, including the common genes among them.

# Supplemental Figure 2

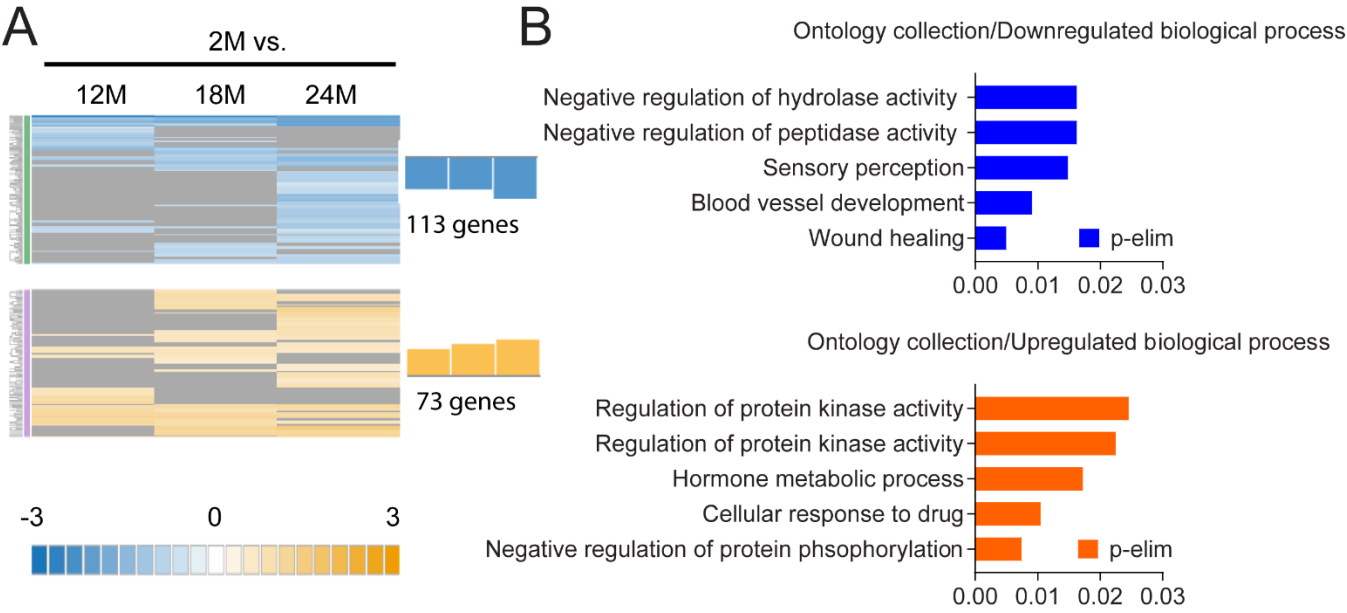

**Supplemental Figure 2. ROSALIND Metanalysis of DEGs comparing the different ages. A.** Overall graph representation of metanalysis showing downregulated (blue) or upregulated (orange) genes. Genes that did not pass the FDR are shown in grey. **B.** Gene Ontology Collection showing down and upregulated pathways.

# **Supplemental Figure 3**

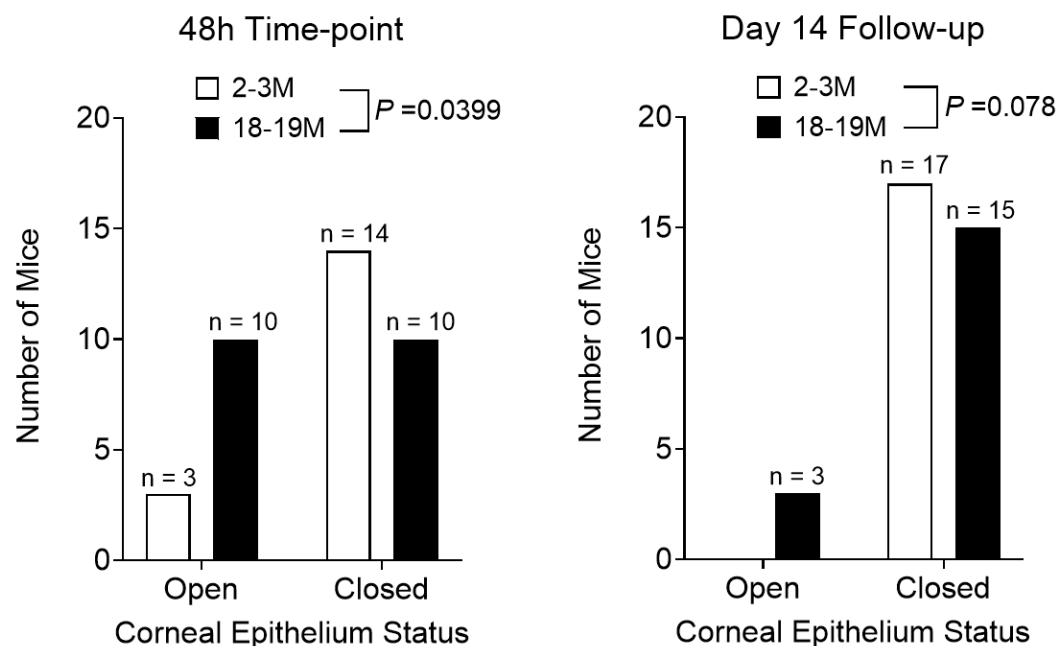

**Supplemental Fig. 3. Follow up on corneal epithelium 48 hours and 14 days post corneal debridement.** **A.** Cumulative data of corneas 48 hours post-debridement. Older mice significantly showed more unhealed corneas than the young. Chi Square test was used to analysis the data. M = months, n = number. **B.** Cumulative data of corneas 14 days post-debridement. Chi Square test was used to analysis the data. M = months, n = number.

How the deposited data were processed for this re-analysis (not part of the article)

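Corneal epithelium of 20 female C57BL/6J mice, 5 at each of 4 ages, was scraped, with both corneas of 1 animal in each library, and sequenced from the 3′ end. Per the authors' methods, the reads were trimmed with cutadapt, aligned to GRCm38 with STAR, counted per gene with HTSeq and normalized with the relative log expression method of DESeq2. The deposited tables hold, for each library, log2 values that the authors made by dividing the count of each gene by a size factor, adding 1 and taking the logarithm. They also hold a mean signal per gene, which the authors computed as the mean of the normalized counts, and the fold changes, p-values and adjusted p-values of the authors' own DESeq2 comparisons as deposited. The 4 deposited tables were checked against each other, and 0 of the shared values differed.

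The values were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and the models were fitted with R 4.3.3, limma 3.58.1 and data.table 1.17.8. Permutation tests used scipy 1.17.1 and plots matplotlib 3.10.9. Every deposited value was turned back into a whole number of reads. Between 25.605% and 34.9% of the reads of a library lay on its 10 most abundant genes. For 5 libraries against 5, all 252 splits were used; correlations over the 20 libraries used 100000 permutations within ages. Gene positions came from RefSeq by NCBI gene identifier, which matched 23923 of the 24552 genes, and GC content and transcript length from GENCODE, for 20872 genes.

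The following was set before the data were examined: the limma test with its thresholds and filter, the groups, the collagen family, the lists of genes named below, the alternatives to each choice, and the rule for naming single genes. That rule takes every gene that the paper names in its text or in Figs. 1D, 2A and 2C, the 5 largest rises and the 5 largest falls among the 24-month DEGs whose libraries did not overlap with the young ones, the 3 largest rises and falls in each comparison between aged groups, and members of cell type lists where a test needed them. *Lncppara*, *Ptpn22*, *Fgfbp3* and the pigment and gland genes beyond that rule were chosen after their values were seen. The 3 age comparisons and the comparisons between aged groups came from 1 fit of the 4 ages; the comparison of all aged libraries with the young group came from a fit of 2 groups.

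The lists were the genes of Figs. 2A and 2C, the genes of the paper's quantitative PCR and of its text, and genes typical of stromal keratocytes, conjunctiva, corneal epithelium, immune cells, Schwann cells and nerves, vessels, melanocytes, corneal endothelium, the circadian clock, mouse substrains, senescence, proliferation, early stress response, interferon response and sex. Each list was tested with camera at its preset correlation and with fry. Lists of genes from gland protein families, of clock output and activator genes, and of the keratocyte genes *Kera* and *Lum* were written after the data were seen.

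The alternatives were quantile normalization on top of the deposited values, no filter on low expression, a filter at a mean normalized count of 50, a fit of only the 2 groups compared, the replicate number as a block, no fold threshold, a threshold of 1.5-fold, pseudocounts of 0.1 and 10 in place of 1 for single genes, and leaving out each of the 20 libraries. The 3 alternatives chosen after seeing the data were voom on the recovered reads, the score of each library on the first component of the deviations from the group means as a covariate, and removal of the trend of each library on GC content and transcript length. The fits were tested on simulated data with 200 changed genes among 11289. The limma fit called 50.5% of these (18.8% of those changed 1.5-fold, 58.8% of those changed 2-fold and 72.1% of those changed 3-fold), and 2.88% of its calls were unchanged genes. With voom, 47% were called. Between unchanged groups there were 0 calls. The simulated genes varied independently of each other, so these rates do not cover variation shared between genes. Among splits of the real 12-month and young libraries that mixed the ages, the highest count was 803 DEGs. The quantitative PCR, the wound healing and sensitivity measurements and the pathway predictions have no deposited values and were left out.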

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

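The limma comparisons between aged groups and the fits that each left out 1 library were set before the data were examined. The test of the amount of stroma in the scrapes and that of the low gland genes were written before their result was seen. All other tests of this part were chosen after the result was seen. A library was singled out when its gap to the nearest library of the same age as a share of the range of the group exceeded the critical value of Dixon's test for 5 samples. This happened in 24 of 335 groups, where chance gives 16.8, and so most of these values are what chance alone gives. It happened in 15 of 243 groups for single genes (12.2 by chance), 9 of 76 for gene lists (3.8) and 0 of 16 for library measures (0.8). Young replicate 4 accounted for 6 of them, 24-month replicate 5 for 5 and 18-month replicate 2 for 3.

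Young replicate 4 was low and 24-month replicate 5 high in stromal genes. *Col1a1* had 161.9 normalized counts in 24-month replicate 5, where the other 4 libraries had 44.86 to 55.29. The keratocyte list scored −0.1212 in that library (others −1.08 to −0.8738) and 0.5733 in young replicate 4 (others 1.262 to 1.533), and the collagen genes scored 0.4294 in young replicate 4 (others 1.257 to 1.449). A different amount of stroma in the scrape may be the reason. Within ages, the collagen score and the score of *Kera* and *Lum*, keratocyte genes outside the paper's text and figures, correlated at r = 0.252 over 20 libraries (permutation p = 0.264; Spearman's rho 0.238, permutation p = 0.343; r = 0.113 without the 2 farthest libraries). In the joint score of *Kera* and *Lum*, 24-month replicate 5 was the highest of its age and young replicate 4 the lowest, yet across the other libraries the relation is weak. A difference in scraping and a difference between the animals themselves cannot be told apart, since each library holds 1 animal and 1 scrape.

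Other single genes stood apart in 1 library of an age. *Ddx43* was low in young replicate 4 (72.05 normalized counts, others 88.43 to 91.07), in 18-month replicate 2 (16.42, others 42.69 to 53.18) and in 24-month replicate 3 (17.97, others 28.28 to 32.94). Young replicate 4 was also low in *Il1r2* (34.97, others 115.7 to 184.2), *Nt5e* (344.4, others 619 to 754.3) and *Krt8* (5.298, others 27.73 to 48.38). *Igfbp2* was high in young replicate 3 (298.6, others 168.5 to 182) and *Ccdc82* in young replicate 1 (563.4, others 304.3 to 352.8). *Mmp2* was at 0 in 12-month replicate 4 (others 14.02 to 22.5), *Krt8* at 0 in 12-month replicate 3 (others 18.41 to 45.04) and *Cyp26b1* at 1892 in 24-month replicate 5 (others 3870 to 5107). No technical or biological explanation was tested for these genes, and a difference between animals stays open.

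Among the lists, the score of the genes named in the paper was low in 12-month replicate 3 (−0.7906, others −0.2263 to −0.09558), that of the conjunctival genes in 24-month replicate 4 (−0.5928, others 0.07362 to 0.2511), that of the Schwann cell and nerve genes in young replicate 1 (0.05158, others 0.2903 to 0.3363), that of the substrain genes in 18-month replicate 2 (−0.7788, others 0.2927 to 0.5549), that of the senescence genes in 12-month replicate 2 (−0.4423, others 0.006531 to 0.1794) and that of the early stress genes in 24-month replicate 4 (−0.2321, others 0.07921 to 0.1838). The substrain list had 4 tested genes and the Schwann cell list 5, so single genes weigh heavily. No explanation was tested for these scores.

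Transcripts of secreted gland protein families (symbols beginning with Scgb, Obp, Mup, Bpif, Esp, Lcn, Smr, Dcpp or Klk1b), which the paper does not discuss, were high in the young libraries. The lowest young library had 62.5 reads on these families per 1000000 reads on genes and the highest 1240; the aged libraries had 0.758 to 27.2, with a median of 5.82 (exact permutation p = 6.45e-05, the smallest 5 against 15 libraries can give). Among aged libraries, *Mup4* was found in 18-month replicate 2 alone of its age (30.49 normalized counts, the others at 0), and *Gm5938* (4.706) and *Pip* (1.882), which fell alike but are not in these families by symbol, in 24-month replicate 5 alone of its age. Of the 11 tested genes of the families 7 were DEGs at 24 months, all falling. Of the 22642 reads on the families in the young libraries, 9790 lay in young replicate 4 and 9110 in young replicate 5. Of the 11 tested genes, 6 were higher in each young library than in each aged library. With the lowest young library (62.5) above the highest aged one (27.2), this argues against a pattern of only a few young libraries. On 30 genes of the families too low to be tested, 3 of the 5 young libraries had more reads per 1000000 than every aged library. For these low genes a pattern carried by a few libraries cannot be told apart from one of the whole young group. Tissue of a gland or tear fluid carried over in the young scrapes may be the source: of these 30 genes, 83.3% were higher in the young libraries, against 48.9% of 5610 other low genes (Fisher's exact test, one-sided, p = 1.06e-04), and without young replicate 5, which had 868 of their 1140 reads in young libraries, 63.3% against 46.6% (Fisher's exact test, one-sided, p = 0.0493). Fisher's test counts genes, which are not independent replicates, so its p-values do not measure variation between animals. Reads misassigned from libraries of another tissue on the same run cannot be told apart from carry-over, because such libraries were not analysed here. Of the aged libraries, 0 had as large a share of reads on the families as the lowest young library. Members of the Mup and Obp families have near-identical copies, so that reads shared between copies stay open, and so does a decline of these transcripts with age in the corneal epithelium.

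Between 24 and 12 months there were 22 DEGs, and 2 of 100 splits of the 10 libraries gave as many, the other one 104. Leaving out young replicate 1 gave 84 and leaving out 12-month replicate 1 gave 68, while without 12-month replicate 5 or any of 24-month replicates 1, 2, 3 and 5 there were 0. The largest rises were those of *Slco4a1* (log2 fold change 1.82, limma adjusted p = 0.0329), *Cenpa* (1.58, 0.0419) and *Snhg1* (1.50, 0.0419), and the largest falls those of *Cadm2* (−1.38, 0.0419), *Ccdc82* (−0.92, 0.0315) and *Hook1* (−0.83, 0.0419). Between 18 and 12 months *Etohd2* was the 1 DEG (−4.06, limma adjusted p = 0.0432), with 28.02 ± 14.1 normalized counts at 12 months and 0.9109 ± 1.58 at 18 months (SD, n = 5), at least 7.66-fold lower. 3 of 100 splits gave at least 1 DEG, the highest 7, and in 18 of the 20 fits that each left out 1 library the count changed: it was 3 without 12-month replicate 1. The dependence on single libraries is in line with differences between animals as much as with age, which stays open as the biological explanation.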

How the results depend on the processing

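Of the alternatives, 3 were not run: DESeq2's Wald test, DESeq2 with its prior on fold changes, and edgeR. Limma with voom on the recovered reads was run, and was chosen after seeing the data. The depth limits genes with few reads: for *Serpinf1*, *Col6a1*, *Col5a1* and *Mmp2* the 24-month libraries hold 0 to 15 reads, so that the pseudocount and the test decide their call. In the fits other than those leaving out a library, and apart from the 3 chosen after seeing the data, the count of DEGs stayed between 73 and 94 at 24 months, 62 and 76 at 18 months, 43 and 64 at 12 months, and 92 and 134 for all aged libraries. The DEGs common to the 3 ages numbered 22 to 32, those unique to 24 months 24 to 38, those of Fig. 2A 5 to 9 and those of Fig. 2C 8 to 13. The collagen median stayed negative, between −2.048 and −0.561.

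Between the aged groups the counts were unstable. Without the filter on low expression there were 0 DEGs both between 18 and 12 months and between 24 and 12 months (839 and 1661 genes at an unadjusted p below 0.05 with the filter). With the filter at 50 there were 0 and 35, with only the 2 groups in the fit 0 between 18 and 12 months, and with the replicate number as a block 0 and 11. With voom, chosen after seeing the data, there were 38 DEGs at 12 months, 0 between 18 and 12 months and 20 common to the 3 ages. With the within-age component as a covariate, also chosen afterwards, there were 165 DEGs at 24 months, 124 at 18 months, 128 at 12 months, 2 between 18 and 12 months, 1 between 24 and 18 months, 210 for all aged libraries, 49 common to the 3 ages and 78 unique to 24 months. With the GC content and length trend removed, likewise chosen afterwards, there were 6 between 24 and 12 months. The covariate takes up variation within ages, which lowers the residual spread; for the other settings the cause was not tested.

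Across the 20 fits that each left out 1 library, the DEGs at 24 months ranged from 54 (without 24-month replicate 3) to 96 (without 18-month replicate 2), and were 57 without 24-month replicate 4. Those at 18 months ranged from 61 to 82, those at 12 months from 37 (without young replicate 5) to 96 (without young replicate 1), those of all aged libraries from 84 to 130, those between 18 and 12 months from 0 to 3, those between 24 and 12 months from 0 to 84 and those between 24 and 18 months from 0 to 0. The common DEGs ranged from 19 (without young replicate 5) to 31, below the 32 of all libraries, and those unique to 24 months from 14 (without 24-month replicate 3) to 39 (without 18-month replicate 2). The collagen median ranged from −1.935 to −1.621, the DEGs of Fig. 2A from 6 to 8, those of Fig. 2C from 7 (without 24-month replicate 3) to 13, and the silhouette of young against aged libraries from 0.146 to 0.207. Fewer libraries were fitted in each, and the cause of the larger counts was not tested.

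Small changes turned around in sign. With the filter at 50 the median of the senescence list was −0.01725 and that of the interferon list 0.0001757. With the covariate *Ikbkb* changed by 0.03639, *Etohd2* by 0.06265 and the senescence list by −0.05179, and with the GC content and length trend removed the median log2 fold change of the senescence list, 24-month vs 2-month, was −0.00901. Across the fits that each left out 1 library, *Krt12* ranged from −0.09072 to 0.0225, *Cd44* from −0.3189 to 0.1053, *Ikbkb* from −0.1122 to 0.03892, *Etohd2* from −0.5583 to 0.0666, *Cadm2* from −0.4165 to 0.07222, the senescence list from −0.07822 to 0.1092 and the interferon list from −0.1115 to 0.1158. The cause was not tested. Of 1813 values of 61 named genes, 1699 kept their direction and side of the threshold, 82 were weaker, 17 stronger and 15 reversed. Of 390 values of 14 lists, 365 kept both, 9 were weaker, 4 stronger and 12 reversed. Of 240 values of the 8 other counts of shared and single-age DEGs, 201 stayed within 1.5 times the reported count and 39 did not.

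The replicate numbers did not pair the libraries: over the 30 pairs of libraries with the same number at different ages, the deviations from the group means correlated across genes at a mean r of −0.0126, against 0.00379 for the 120 pairs with other numbers. With the number as a block, there were 85 DEGs at 24 months, 72 at 18 months and 57 at 12 months.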

Differences from the paper's values

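Of the 21 values of the paper that were compared, 10 differed. Alternatives in these comparisons are those that were run, which leaves out DESeq2, the paper's method, and edgeR. Among these are the log2 fold changes, which were judged by a narrower margin than the 1.5 times used for counts. For the downregulated DEGs of all aged libraries the count was 60 against the paper's 92. Among the alternatives set before the data were examined, quantile normalization (66), no filter on low expression (88) and the fits without 12-month replicate 5 (70), 18-month replicate 5 (63) or 24-month replicate 5 (68) came within 1.5 times the paper's count, and the others did not. For the downregulated DEGs at 24 months the count was 53 against the paper's 82; quantile normalization (56), no filter (62) and the fit without 18-month replicate 2 (56) closed the gap. For the genes lower with aging over the 3 comparisons the count was 73 against the paper's 113, which quantile normalization (78), no filter (84) and the fits without young replicate 1 (80), 12-month replicate 1 (83) or 18-month replicate 2 (78) closed.

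For the DEGs unique to 24 months the count was 30 against the paper's 66. None of the 27 alternatives that were set before the data were examined and were run closed the gap. The covariate for the within-age component, chosen after seeing the values, gave 78. The DEGs common to 12 and 18 months but not 24 months numbered 6 against the paper's 10; quantile normalization, a fit of only the 2 groups, the replicate block and a threshold of 1.5-fold each gave 7, no filter gave 8, and 14 of the 20 fits that each left out 1 library closed the gap. The share of DEGs common to all 3 ages was 25% against the paper's 15.7%; quantile normalization (21.9%), no filter (22.9%), a fit of only the 2 groups (20.56%) and all 20 fits that left out a library (17.81% to 23.39%) closed the gap, while the filter at 50, the replicate block and the other fold thresholds did not. The DEGs at 18 months only numbered 15 against 25 in the paper's supplement; 8 of the fits that left out a library closed the gap (17 to 24), and so did the covariate, chosen after seeing the values, with 31; no other alternative did.

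The log2 fold change of *Pdyn* was 1.99 against the paper's 1.43, and that of *Wfdc18* −2.53 against the paper's −1.67. By the narrower margin, none of the alternatives that were set before the data were examined and were run closed either gap. DESeq2 with its prior on fold changes, which was not run, could not be weighed. At 1.5 times, *Pdyn* and *Il33* would not differ from the paper. *Wfdc18* would differ, and a pseudocount of 10 (−2.37) would close its gap. The log2 fold change of *Il33* was 1.54 against the paper's 1.2. By the narrower margin, a pseudocount of 10 (1.452) and the fits without young replicate 2 (1.484) or 24-month replicate 3 (1.443) closed the gap.

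The paper lists *Col4a1*, *Col5a1* and *Mmp2* among the DEGs behind its pathways and shows *Matn4* and 7 other genes in Figs. 2A and 2C that did not pass the threshold here. *Col5a1* (limma adjusted p = 0.0666; 0.00437 to 0.236 over the settings) was called without the filter (0.0471), with only the 2 groups in the fit, with a pseudocount of 10 (0.00437) and without 12-month replicate 3 (0.041) or 18-month replicate 2 (0.0338). With a pseudocount of 10, *Col4a1* (0.0423, range 0.0423 to 0.263), *Mmp2* (0.0322, range 0.0322 to 0.424) and *Ccdc80* (0.0142, range 0.0142 to 0.43) were called. *Cyp26b1* was called without 24-month replicate 5 (0.021, range 0.014 to 0.325), *Hspa1a* without 24-month replicate 5 (0.0252, range 0.0123 to 0.277) and *Acsm1* without 12-month replicate 5 (0.0469) or 24-month replicate 5 (0.0252, range 0.0102 to 0.255). The covariate, chosen after seeing the values, called *Cyp26b1* (0.014), *Acsm1* (0.0102), *Hspa1a* (0.0123), *Ccdc80* (0.0337) and *Fyb* (0.0479, range 0.0479 to 0.384). No setting called *Matn4* (0.326), *Ascl2* (0.19) or *F5* (0.427).

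The paper names *Pdyn* and *Il33* as the most upregulated and *Wfdc18* as the most downregulated gene at 24 months; here *Cdkn2a* rose more than *Pdyn* (3.45 against 1.99) and *Obp1a* fell more than *Wfdc18* (−7.88 against −2.53). With a pseudocount of 10, *Cdkn2a* rose less than *Pdyn* (1.593 against 1.894), while *Obp1a* still fell more than *Wfdc18* (−6.125 against −2.37). The paper describes most of the DEGs as related to collagen and extracellular matrix. Collagen genes were 6.82% of the DEGs at 24 months, and 9.09% together with the other genes of Fig. 2A. No list of all extracellular matrix genes was tested, so these shares do not measure the paper's wider category. The paper describes 4 of the 5 libraries at 12 months as clustering together, and the largest branch of only 12-month libraries held 3 in the tree of DEGs and 2 in the tree of the most variable genes.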

Other observations

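The limma tests of named genes and the whole lists tested with camera and fry were set before the data were examined. Exceptions are the later additions named with the processing, and parts of lists. Written before their result was seen were the test of low expression for the collagens and that of the splits with the within-age component as a covariate. The same holds for the tests of that component against GC content, depth and time of day. All other tests of this part were chosen after the result was seen.

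Of 100 splits of the libraries compared, counting the true one, 1 gave as many DEGs as the ages at 24 months (the highest other 44), 1 at 18 months, 1 for all aged libraries, 1 as many common DEGs, 1 as many unique to 24 months (but 7 of 100 deals of the aged libraries to the ages, the highest other 48), 1 as low a collagen median, 1 as many DEGs of Fig. 2A and 1 of Fig. 2C. The genes of Figs. 2A and 2C were chosen by the paper on these libraries and ages, so their results were favoured in advance and are no evidence. For 12 months, 6 of 100 splits gave as many DEGs as the ages, and 1 split gave 803. For 24 against 18 months, with 0 DEGs (599 genes at an unadjusted p below 0.05), all 100 gave as many. The splits at 12 months may follow a component of variation within ages. With the score of each library on it as a covariate, 1 of 100 splits gave as many as the 128 of the ages. The split with 803 gave 0 and the highest other 15. The component was built from deviations from the true age means, which favours the ages over other splits. That the ages came first with the covariate is therefore no evidence for an effect of age.

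That component held 39.2% of the variance of the deviations from the group means, over 5031 genes. GC content and transcript length took 1.48% of the variance of its weights across genes, which argues against them. Over the 20 libraries and within ages, its score correlated with the percent of reads on the 10 most abundant genes at r = −0.716 (permutation p = 0.00163, adjusted over 4 relations 0.00652; Spearman's rho −0.654, permutation p = 0.0037; r = −0.538 without the 2 farthest libraries). A few genes taking more of the reads is a candidate explanation. Depth (r = 0.435, permutation p = 0.063, adjusted 0.0841; rho 0.472, permutation p = 0.0476; r = 0.534 without the 2 farthest) and time of day (r = −0.39 with the clock score, permutation p = 0.104; rho −0.438, permutation p = 0.0739; r = −0.353) cannot be told apart from no relation with 20 libraries. The number of genes with reads correlated with the score at r = 0.545 (permutation p = 0.0304, adjusted 0.0607) and rho 0.642 (permutation p = 0.00557, adjusted 0.0111). Without the 2 farthest libraries r was 0.389.

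The fall of the collagens was weighed against technical explanations. With the GC content and length trend removed the median log2 fold change at 24 months was −1.91, and with the component as a covariate −1.86. The share of 10000 lists matched in expression with as low a median was 0.01%, the smallest these lists can give, and their lowest median was −0.507. Reads per library did not differ between 24-month and young libraries (exact permutation p = 0.992, two-sided), and within ages the collagen score and log2 reads correlated at r = 0.198 (permutation p = 0.362; rho 0.149, permutation p = 0.519; r = 0.183 without the 2 farthest). These values argue against GC content, length, low expression, depth and the component as the whole cause.

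Fewer stromal keratocytes in the aged scrapes stay open. The keratocyte list fell at 24 months with a median of −1.97 over 21 tested genes, 20 of them falling and *Ptgds* at 0 in both groups (camera adjusted p = 3.73e-27, fry adjusted p = 3.93e-07; 9 DEGs, 14 adjusted over the list alone). Of the 21, 9 are collagens and 9 are neither collagens nor named in the paper's text or figures; these 9 fell as a set, with a median of −0.53, 8 of them falling (adjusted over 3 parts of lists, camera adjusted p = 2.62e-04, fry adjusted p = 0.00159), while singly 0 were past the adjusted threshold and 4 had an unadjusted p below 0.05. *Kera* and *Lum*, of which *Kera* is in the paper's supplementary gene lists drawn from these libraries, changed in score by −2.44 at 12 months (exact permutation p = 0.00794), −1.01 at 18 months (exact permutation p = 0.175) and −2.36 at 24 months (exact permutation p = 0.0238), while the score of the stromal collagens changed by −2.14, −2.52 and −3. The smaller change of *Kera* and *Lum* at 18 months rests in part on replicate 2. It scored 2.6, the highest of all libraries, against −1.16 to 0.721 in the others of its age. The collagen score minus that of *Kera* and *Lum* changed by −1.51 at 18 months, 4 of 5 libraries below all young ones (exact permutation p = 0.0397, adjusted 0.119), and by −0.639 at 24 months (exact permutation p = 0.413, adjusted 0.516). At 12 months it changed by 0.298 (exact permutation p = 0.516). A loss of stroma from the scrape and lower collagen expression cannot be told apart at 18 and 24 months, since 2 genes carry the estimate of the amount of stroma. With their score as a covariate the collagen median was −1.47, and 30 genes were DEGs.

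*Ide* lay at 2 levels that followed the ages in part. Its widest gap between neighbouring libraries was 0.448 on the log2 scale, the next 0.204, and 12 libraries lay above it: 1 young, 1 at 12 months, 5 at 18 months and 5 at 24 months. The lowest above had 664 normalized counts and the highest below 486, and the median ratio was 2.2. *Fgfbp3*, a neighbour, had a median ratio of 1.66 and shared 11 of the 12 libraries, as did 43 other tested genes. A copy number or strain variant at the locus stays open. *Ide* and *Fgfbp3* were highest in the same young library and in the same 12-month library, which for a pair chosen beforehand has a chance of 0.04; *Fgfbp3* was chosen after its values were seen, so this does not count for a variant. A variant and age alone cannot be told apart, with 2 of the 10 libraries of 2 and 12 months above the gap. Of the 13 tested genes within 1000000 bases none shared all 12, and apart from *Fgfbp3* the most shared was 9.

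In 12-month replicate 3 pigment cell transcripts were high: *Dct* had 904.3 normalized counts (highest other library 109.6), *Ptgds* 532.5 (19.34) and *Tyrp1* 96.43 (11.84). Iris or other pigmented tissue carried over may be the source, but of *Pmel* (46.07, highest other library 45.74), *Mitf* (49.29), *Tyr* (2.143) and *Mlana* (0), only 1 was highest in that library, and at these counts the source cannot be told apart from other cells.

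A clock score, output and repressor genes minus activator genes, had means of −0.48 in the young group and 0.483, 0.265 and −0.268 at 12, 18 and 24 months (aged against young, exact permutation p = 0.0195). At 12 and 18 months the exact permutation p was 0.00794 (adjusted 0.0119) and at 24 months 0.484. Within ages the output and activator scores did not move in opposite directions (r = 0.195, permutation p = 0.398; rho 0.238, permutation p = 0.316; r = 0.26 without the 2 farthest libraries), which leaves open whether the score reads the time of day. A different time of day of collection and a change of the clock with age cannot be told apart here.

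Fold changes in the authors' deposited table were smaller than the ratio of normalized counts. Over the 128 DEGs of any age the median ratio was 0.73, and across genes, which are not independent replicates, it rose with the mean normalized count (Spearman's rho 0.877, permutation p = 1e-04, the smallest these permutations give; Pearson's r 0.841). In genes of low, middle and high expression it was 0.425, 0.737 and 0.866. *Obp1a* had −0.253 in the authors' deposited table and −7.55 unshrunk, *Cdkn2a* 0.907 and 3.81, *Pdyn* 1.43 and 1.98, *Il33* 1.24 and 1.57, *Wfdc18* −1.68 and −2.44, and *Tfrc* 1.22 and 1.91. Shrinkage toward 0 in the authors' fit is a candidate explanation.

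More DEGs at 24 than at 12 months may reflect which aged libraries fell in which group: 9 of 100 deals of the aged libraries to the ages, the true one included, gave a difference as large. Against this, 2 of the 100 gave as many DEGs at 24 months as the 88, where the median of the others was 53. *Wfdc18* and *Krt4* (log2 fold change −1.535 at 24 months, limma adjusted p = 2.17e-06) are conjunctival genes. Fewer conjunctival cells in the aged scrapes cannot be told apart from a change in expression: the 10 other tested genes of the conjunctival list had a median of −0.23, 6 falling, with *Clca3b* (−1.716, limma adjusted p = 0.0295) the 1 DEG. The 6 left without *Clca3b* and the genes the paper names had a median of −0.0733, 3 falling (adjusted over 3 parts of lists, camera adjusted p = 0.0834, fry adjusted p = 0.126), while the whole list had −0.32 (adjusted over 19 lists, 7.5e-07 with camera and 0.00583 with fry).

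The other lists at 24 months are given with camera and then fry p-values, adjusted over 19 lists. The corneal epithelium list had a median log2 fold change of 0.0605 (0.658 and 0.677), the immune list −0.85 (2.19e-04 and 0.00498), Schwann cells and nerves −0.186 (0.204 and 0.132), vessels −0.568 (0.772 and 0.9), melanocytes −0.526 (0.658 and 0.677) and corneal endothelium −0.38 (0.361 and 0.163). The circadian list had 0.195 (0.0796 and 0.158), substrains 0.313 (0.0364 and 0.129), senescence 0.0273 (0.212 and 0.0203), proliferation 0.266 (0.0551 and 0.221), early stress genes 0.263 (0.208 and 0.383) and interferon genes −0.0253 (0.144 and 0.546). The quantitative PCR genes, 10 of 12 DEGs, had −0.776 (0.486 and 0.577), and the genes of the paper's text, 6 of 16 tested DEGs, −0.249 (0.00115 and 0.00163). Of the sex list *Xist* was tested and changed by −0.119. *Krt12* changed by −0.02 (limma adjusted p = 0.983), *Krt8* by 0.90 (0.745), *Krt13* by −0.355 (0.378) and *Krt19* by −0.46 (0.362); *Krt19* had changed by −0.78 at 12 months (0.0391) and −0.77 at 18 months (0.0379). *Tfrc* rose by 1.83 (8.14e-04), *Sp100* by 1.86 (4.94e-04), and *Cdkn1a* by 0.14 (0.799).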
